# Integrated analysis of lncRNA, miRNA and mRNA reveals novel insights into the fertility regulation of large white sows

**DOI:** 10.1186/s12864-020-07055-2

**Published:** 2020-09-14

**Authors:** Huiyan Hu, Qing Jia, Jianzhong Xi, Bo Zhou, Zhiqiang Li

**Keywords:** Pigs, Fertility, Ovary, Follicular and luteal phases, Competing endogenous RNAs, Regulation networks

## Abstract

**Background:**

Improving sow fertility is extremely important as it can lead to increased reproductive efficiency and thus profitability for swine producers. There are considerable differences in fertility rates among individual animals, but the underlying molecular mechanisms remain unclear. In this study, by using different types of RNA libraries, we investigated the complete transcriptome of ovarian tissue during the luteal (L) and follicular (F) phases of the estrous cycle in Large White pigs with high (H) and low (L) fecundity, and performed a comprehensive analysis of long noncoding RNAs (lncRNAs), mRNAs and micro RNAs (miRNAs) from 16 samples by combining RNA sequencing (RNA-seq) with bioinformatics.

**Results:**

In total, 24,447 lncRNAs, 27,370 mRNAs, and 216 known miRNAs were identified in ovarian tissues. The genomic features of lncRNAs, such as length distribution and number of exons, were further analyzed. We selected a threshold of *P* < 0.05 and |log_2_ (fold change)| ≥ 1 to obtain the differentially expressed lncRNAs, miRNAs and mRNAs by pairwise comparison (LH vs. LL, FH vs. FL). Bioinformatics analysis of these differentially expressed RNAs revealed multiple significantly enriched pathways (*P* < 0.05) that were closely involved in the reproductive process, such as ovarian steroidogenesis, lysosome, steroid biosynthesis, and the estrogen and GnRH signaling pathways. Moreover, bioinformatics screening of differentially expressed miRNAs that share common miRNA response elements (MREs) with lncRNAs and their downstream mRNA targets were performed. Finally, we constructed lncRNA–miRNA–mRNA regulation networks. The key genes in these networks were verified by Reverse Transcription Real**-**time Quantitative PCR (RT-qRCR), which were consistent with the results from RNA-Seq data.

**Conclusions:**

These results provide further insights into the fertility of pigs andcan contribute to further experimental investigation of the functions of these genes.

## Background

Sow fertility is one of the most important economic parameters in the swine industry, and therefore improving reproduction rate can significantly increase the profitability for swine producers. Candidate genes and quantitative trait loci (QTL) associated with reproductive traits, such as total number (of piglets) born (TNB), have been identified in genome-wide association studies (GWAS) in the past [1–6]. Thus far, 377 quantitative trait loci (QTL) for reproductive traits were detected, of which 159 and 129 QTLs for TNB and number born alive (NBA) have already been identified, respectively [7]. Although GWAS results provide important information regarding specific reproductive traits, revealing the complex regulatory mechanism of reproductive performance is still a challenging task. Therefore, the underlying mechanisms of fertility differences in sows are the subject of constant research.

The mammalian genome encodes a high percentage of noncoding transcripts [8]. Two major subsets of noncoding RNAs (ncRNAs) have been identified by high-throughput sequencing: long noncoding RNAs (lncRNAs) and microRNAs (miRNAs) [9]. lncRNAs are a group of regulatory RNAs that are longer than 200 nucleotides and were recently identified in various tissues of human and pigs [10–13]. On the other hand, miRNAs are an abundant class of short (18–24 nucleotides) and highly conserved sequences of endogenous RNAs, which have been extensively studied in many species [14]. Previous studies have prospectively confirmed that ncRNAs (miRNAs and lncRNAs) were considered as crucial players in both humans and animals, and affect various biological functions [12, 15–17]. Moreover, there is substantial evidence supporting that lncRNAs, acting as competing endogenous RNAs (ceRNAs), contribute to the regulation of cardiac fibrosis [18], muscle differentiation [19] and tumorigenesis [20, 21]. According to the hypothesis ofceRNAs [22], Miao et al. (2016) constructed a miRNA–lncRNA–mRNA,which provided a new insight into understanding sheep fertility [23].

The ovary is the most important reproductive organ of sows and is responsible for synthesizing and secreting hormones, which are essential for the maintenance of the normal reproductive cycles and hormone levels. Ovarian folliculogenesis, ovulation and formation and regression of the corpus luteum occur in the ovary, which repeatedly take place over the reproductive life [24] and regulate reproduction in mammals [25]. Previous reports have shown that miRNAs are involved in ovarian processes [24] and regulate fertility [25, 26]. In addition, lncRNAs represent another category of functional RNA molecules. A recent study demonstrated that lncRNAs also play a significant role in the regulation of sheep fertility [23]. While several articles have focused on the lncRNAs expression profile of pig ovarian tissues [27, 28], none of these studies have interpreted regulatory networks for fertility.

In order to improve our understanding of differences in reproductive performance, we constructed and sequenced two different types of cDNA sequence libraries (16 RNA libraries and 16 small RNA cDNA libraries) from ovarian tissue during the follicular and luteal phases of the estrous cycle in Large White pigs with extreme phenotypes (high and low fertility). We aimed to identify potential regulators (lncRNAs and miRNAs) of fecundity in pigs. Importantly, data in this study were integrated in order to reveal novel insights into molecular mechanisms between the high and low fertility in pigs.

## Results

### Characterization of the ovary transcriptome and identification of mRNA and lncRNAs

To identify key differences associated with reproductive efficiency in sows with extreme phenotypes, we constructed 16 cDNA libraries from ovarian tissues during the follicular and luteal phases of the estrous cycle. A total of 1,509,728,794 raw reads were generated from 16 porcine ovary samples. After removing adapter sequences and low-quality sequences, 1,500,044,340 clean reads were retained and used for further analysis. In each sample, the percentage of clean reads ranged from 99.20 to 99.52% (Additional file 1: Table S1–1). In addition, most clean reads were aligned to the reference genome (Sscrofa10.2), accounting for 81.49 to 84.48% (Table S1–2). A total of 1,122,470 transcripts were assembled by Cuffmerge and Scripture [29]. According to the characteristics of lncRNAs, we used four tools (CPC, CNCI, CPAT and PFAM) to discard potential coding transcripts. In the end, 24,447 lncRNA transcripts were identified (Additional file 2: Table S2). These included 6392 anti-sense lncRNAs (26.15%) and 18,055 intergenic lncRNAs (73.85%) (TableS2). In addition, 27,370 mRNAs were identified by mapping Illumina RNA-seqreads (Additional file 3: Table S3).

### microRNA sequencing and identification

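Ovaries were taken from 16 Large White sows, 4 in each of the LH, LL, FH and FL groups, and a small RNA library was made from each sow, so n was 4 sows per group. The LH (high fecundity) and LL (low fecundity) sows were slaughtered in the luteal phase on day 14, and the FH and FL sows in the follicular phase on day 20. By Table S10 the LH sows were of parity 5 to 6, the LL sows of parity 3 to 4, the FH sows of parity 4 to 7 and the FL sows of parity 3 to 4. The authors removed adapters, poly-A tails and low-quality reads with Trimmomatic, mapped the clean reads to the Sscrofa10.2 genome with Bowtie 2 and predicted further miRNAs from unmapped reads with miRDeep. They deposited the number of reads of each miRNA in each library as raw counts, without normalization, and the paper's text does not name how a read was assigned to a miRNA. Total counts ranged from 14954411 to 24396229 per library in LH (median 21667227), from 14172683 to 24593646 in LL (median 17438264.5), from 13221020 to 37194836 in FH (median 17046617.5) and from 8998496 to 24892715 in FL (median 14120805). The paper gives depth as clean reads, which ranged from 12811378 in FH2 to 43372827 in FH4. The values reported here use the total counts. In FH2 and FL1 the total counts came to 103% and 101% of the paper's clean reads. Of the 1940 entries of the table, 935 had the same counts in all 16 libraries as another entry, among them ssc-miR-143-3p and ssc-miR-143-5p, each with 15.2% of all counts. By Table S4, the share of raw reads that passed cleaning (clean read share) was 87.0 ± 1.25% in LH, 82.4 ± 4.75% in LL, 85.1 ± 0.861% in FH and 80.2 ± 5.97% in FL (mean ± SD, n = 4). Exact two-sided permutation tests gave p = 0.0857 for LH against LL and p = 0.2 for FH against FL. With 4 sows per group these tests do not exclude a difference in the share. Levels of miRNAs are given as TMM-normalized CPM, written CPM, which are counts divided by the library's total of tested miRNAs times its TMM factor and scaled to a common size. Pearson correlations of log2(CPM + 1) between replicates, taken across the 216 known miRNAs, which are not independent of each other, were 0.930 to 0.965 in LH, 0.925 to 0.987 in LL, 0.942 to 0.987 in FH and 0.886 to 0.961 in FL. A count of 0 allows up to 3 counts of the total, or 0.0807 to 0.333 CPM of the library total without the TMM factor, depending on the library. Reads were amplified by PCR without molecular identifiers, so this limit covers counting error only. Each comparison was tested with edgeR's quasi-likelihood test on the counts of its 8 libraries, with TMM normalization and edgeR's own filter on low counts (a count minimum of 10 and a total of at least 15). Log2 fold changes are low over high fecundity, and a miRNA is called up-regulated or down-regulated in LL or FL when it passed the paper's threshold, an unadjusted P under 0.05 and an absolute log2 fold change of at least 1. Standard errors of edgeR's log2 fold changes were derived from its test and are no separate estimate of precision. Each is the absolute log2 fold change divided by the square root of the test's F statistic. Exact permutation tests compared log2(CPM + 1) between 4 sows and 4 sows, two-sided, and cannot give a p below 0.0286.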

Small RNA sequencing data from ovarian tissue from 16 sows was generated on Illumina HiSeq and provided a total of 433,792,963 raw reads. After filtering out the low-quality sequences, including adaptor dimmers and less than 18 nt, 363,273,750 clean reads were ultimately achieved. The percentage of clean reads ranged from 74.75 to 88.31% in each small RNA library (Additional file 4: Table S4–1). The length distribution of clean reads showed that most of the reads were 20–24 nt, and 22 nt was the most abundant length identified. Such reads accounted for 36.30% of the total sequences (Additional file 4: Table S4–2). In total, 216 known miRNAs (Additional file 5: Table S5–1) and 1724 novel miRNAs (Additional file 5: Table S5–2) were identified, while 198 known miRNAs were expressed in all four groups (Fig. 1).

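The deposited table lists 216 known and 1724 predicted miRNAs. Known miRNAs held 97.1% to 99.2% of the counts of each library. A known miRNA was taken as expressed in a group when at least 1 of its 4 libraries had a count above 0, since the paper's text does not name a limit. Under this rule 208 known miRNAs were expressed in LH, 206 in LL, 208 in FH and 208 in FL, and 198 in all 4 groups. With a count above 0 required in at least 2 libraries of each group the number was 193, and with all 4 libraries required it was 173. With each replicate number left out in turn it stayed between 194 and 197. Of the known miRNAs, 173 had counts in all 16 libraries, whereas 26 predicted miRNAs did. Among the predicted miRNAs, 1038 had counts in 1 library only and 648 had 10 counts or fewer in total over all libraries. Positions on Sscrofa10.2 were read for 1700 of the 1724 predicted miRNAs of Table S5, and 880 of these entries shared 332 overlapping positions with another entry.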

**Fig. 1:**
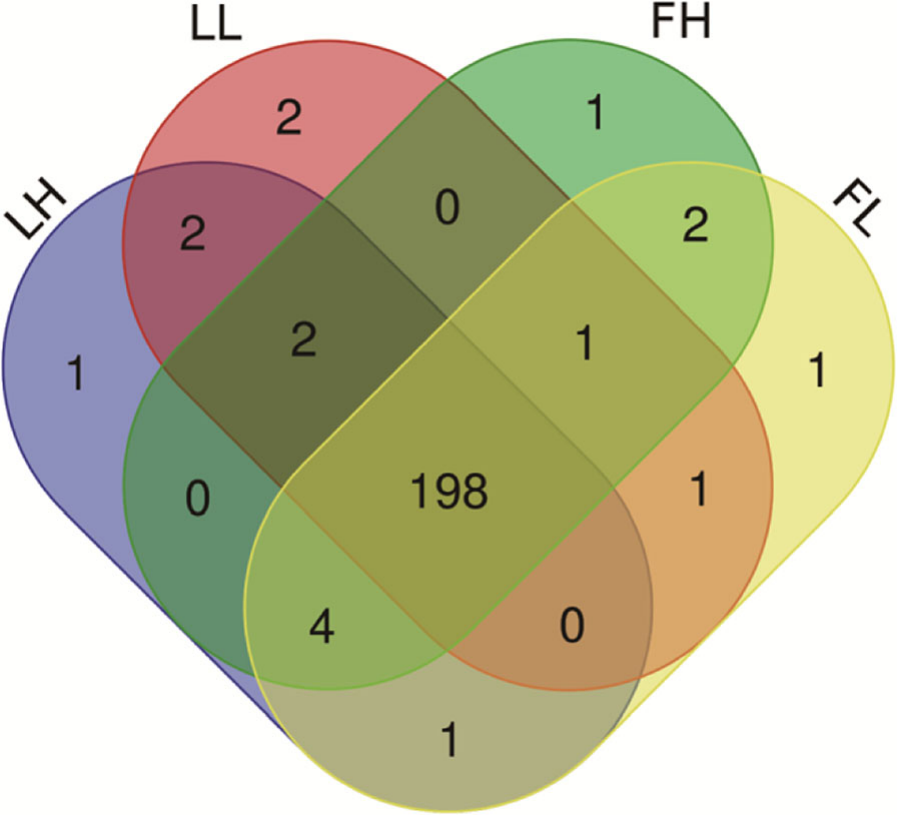
Venn diagrams of miRNAs. A total of 198 known miRNAs were shared in four groups (LH, LL, FH and FL)

### Genomic features and expression patterns of lncRNAs

Overall, 24,447 lncRNAs and 27,370 mRNAs were detected in the ovaries of all 16 individual sows. In order to examine the differences in features between lncRNAs and mRNAs in ovarian tissues, their lengths were compared. The average length of lncRNAs was 2955 bp, which was longer than that of the mRNAs (Fig. 2a). We also observed that the number of exons of lncRNAs was lower than that of the mRNAs, which tend to contain 2.3 exons (Fig. 2b). The ORFs of the lncRNAs were shorter than those of the mRNAs (Fig. 2c). Lastly, their expression levels were also compared (Fig. 3); In general, lncRNAs had lower expression levels.

**Fig. 2:**
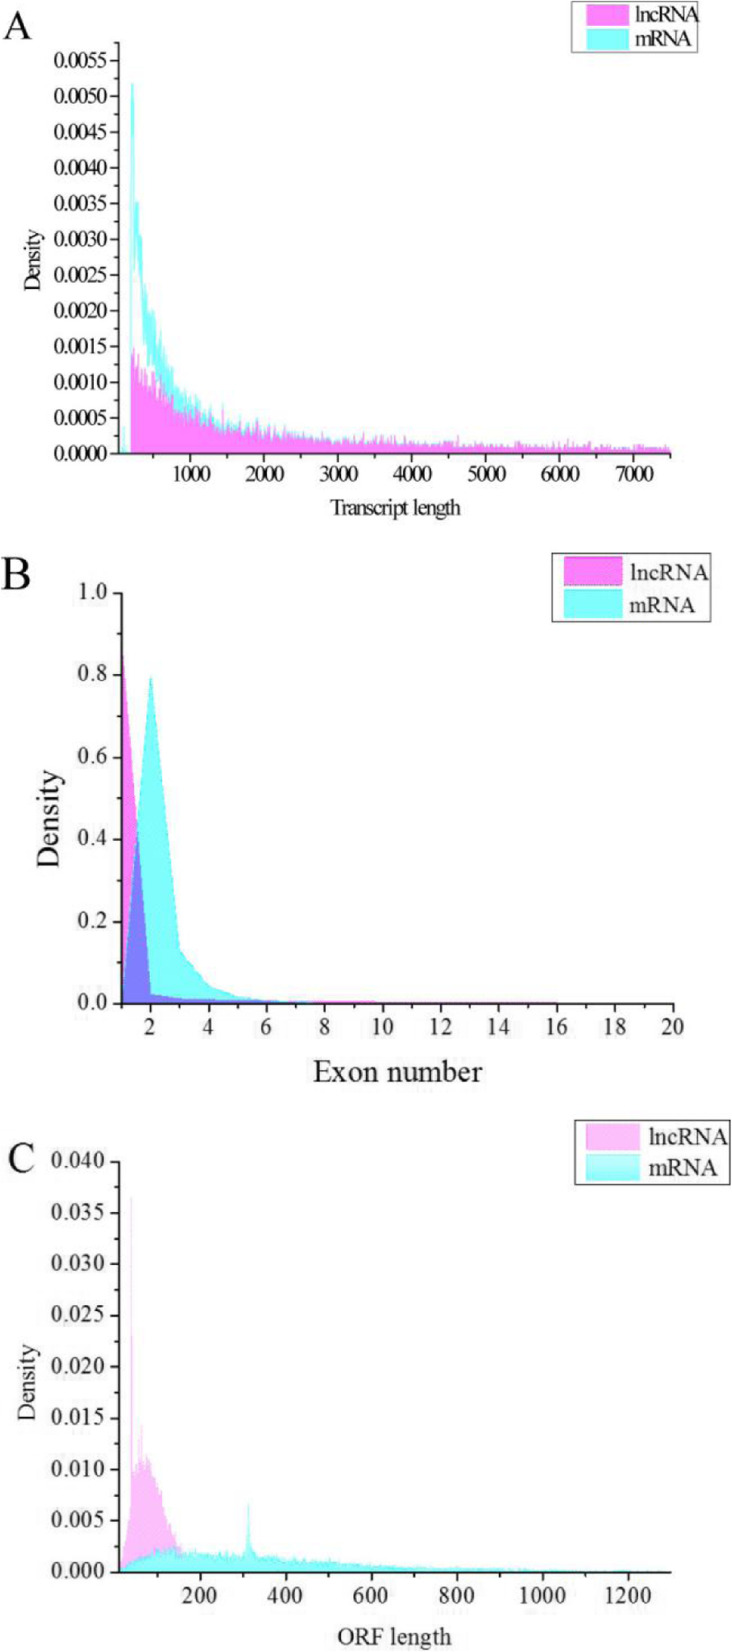
Genomic features of lncRNAs. **a** Length distribution of 27,370 mRNAs (pink) and24,447 lncRNAs (blue). **b** Exon number distribution of mRNAs and lncRNAs. **c** ORF length distribution of mRNAs and lncRNAs

**Fig. 3:**
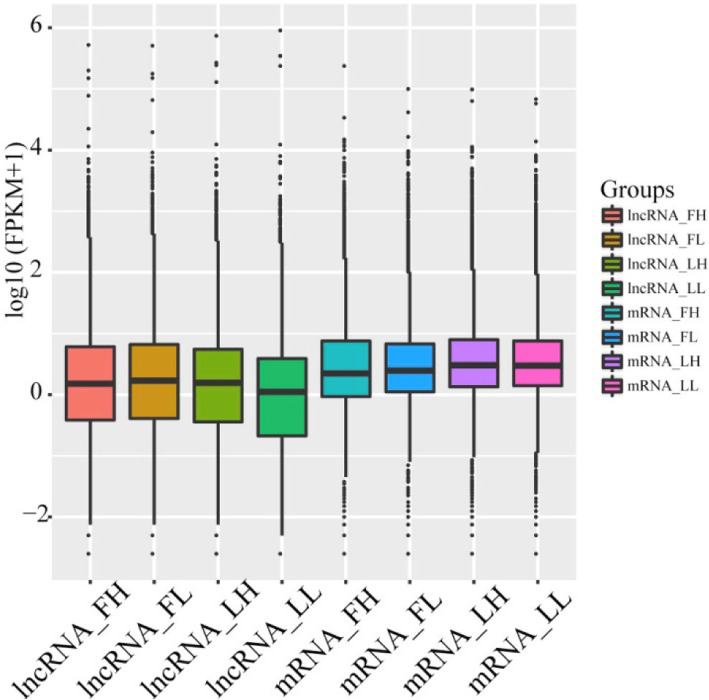
Expression levels of lncRNAs and mRNAs in four groups (LH, LL, FH and FL)

lncRNAs can act in *cis* or *trans* to positively or negatively regulate gene expression; however, *cis*-acting lncRNAs are restricted to the chromosome from which they are transcribed [30]. Several studies also demonstrated that some lncRNAs have a high correlation with expression of neighboring gene [30, 31]. To further explore the relationship between lncRNAs and their neighboring coding genes in ovarian tissues, we searched for neighboring protein-coding genes (< 10 k) of all the identified lncRNAs and analyzed gene pairs formed by lncRNAs and their neighboring genes. We identified 4044 protein-coding genes: coding gene pairs (873 in divergent) and 1664 lncRNA: coding gene pairs (195 in divergent) (Fig. 4). We observed that the expression pattern of lncRNAs with their neighboring gene pairs (average Pearson correlation: 0.20) was similar to the coding gene pairs (average Pearson correlation: 0.28) and exhibited a significantly higher correlation than random coding gene pairs (average Pearson correlation: 0.041, *P* < 0.01) (Fig. 5a). We observed that there was a relatively low correlation between divergent lncRNAs: coding gene pairs (average correlation: 0.19) than divergent coding gene pairs (average Pearson correlation: 0.30, *P* < 0.05), and a higher correlation compared with random coding gene pairs (average Pearson correlation: 0.013, *P* < 0.01) (Fig. 5b). This result indicated that the correlation between lncRNAs and their neighboring gene was higher than random coding gene pairs.

**Fig. 4:**
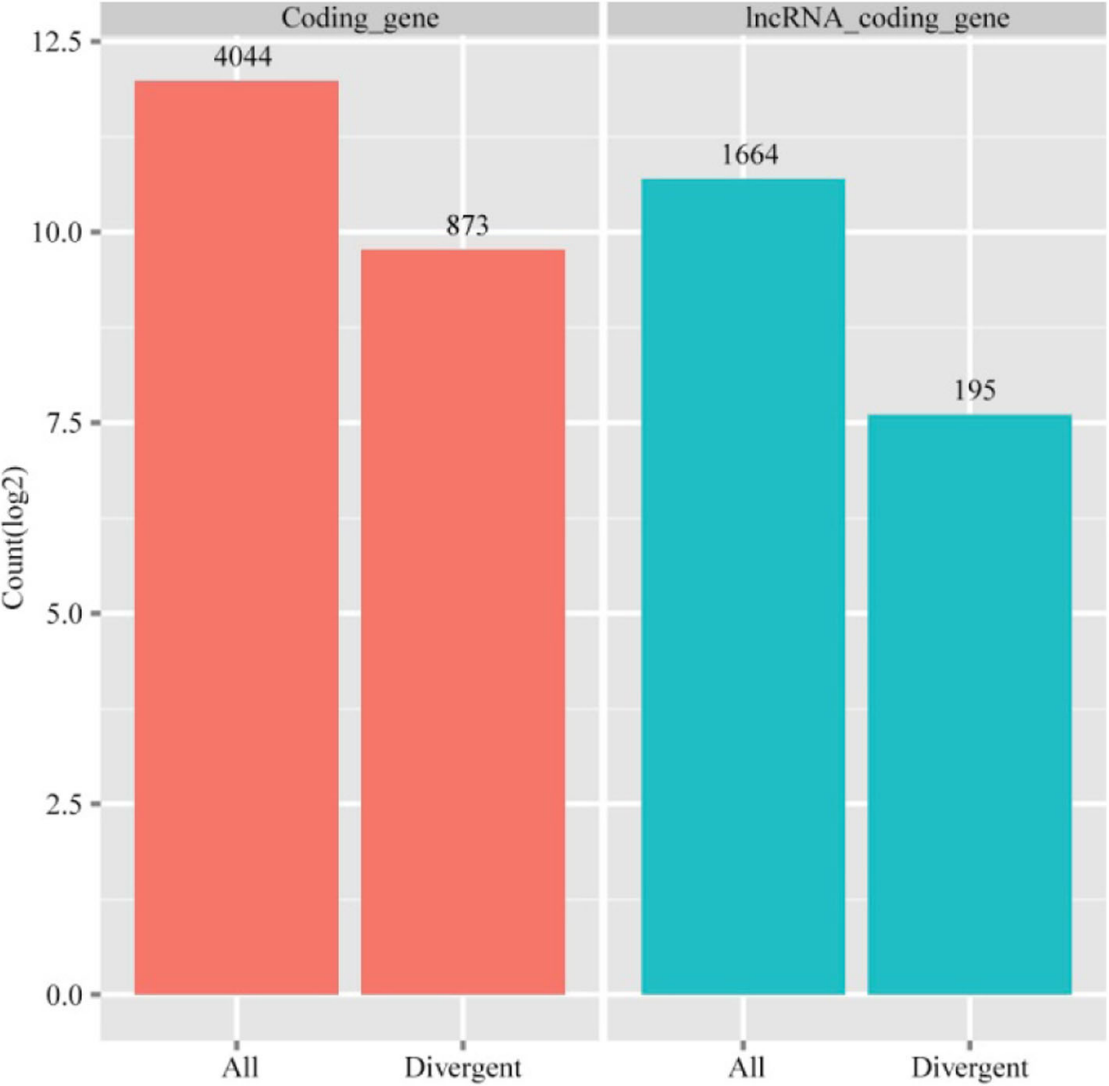
Number of gene pairs formed by lncRNAs and their neighboring coding genes. Proportion of divergent and all directions in coding gene pairs (red) and lncRNA: coding gene pairs (blue)

**Fig. 5:**
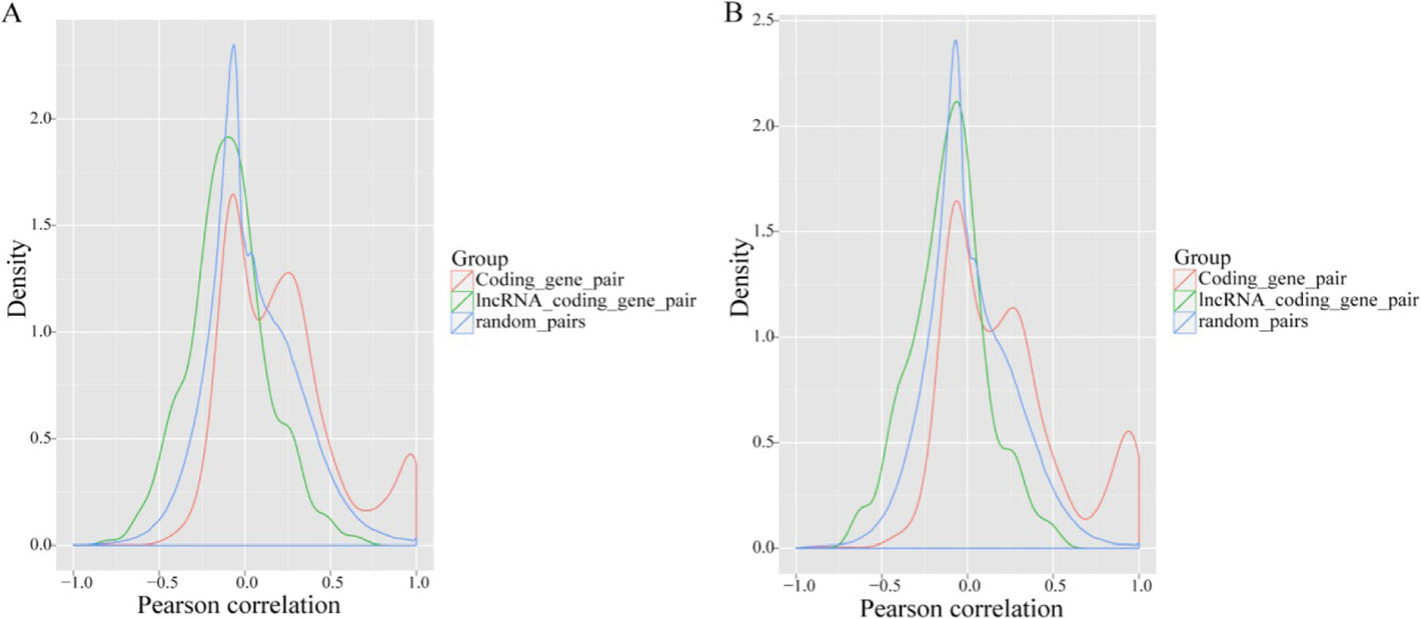
Correlation of expression patterns between pairs of neighboring genes. **a** distributions of Pearson correlation coefficients in expression levels between either 4004 pairs of coding gene neighbors (red), 1664 pairs of lncRNAs and their neighboring coding genes (green), or random pairs of genes (blue). **b** Distribution of Pearson correlation coefficients calculated as in A, but only for 195 pairs of divergently transcribed pairs of lncRNAs and protein-coding genes (green) or 873 pairs of divergently transcribed protein-coding genes (red)

### Identification of differentially expressed mRNAs, lncRNAs and miRNAs between the high and low fertility groups

From the expression profiles, differentially expressed mRNAs, lncRNAs and miRNAs in the ovaries of Large White pigs were obtained by comparing LH vs. LL and FH vs. FL (Table 1). 

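In LH vs. LL, 362 miRNAs (192 known and 170 predicted) passed the filter on low counts and were tested. Of these, 47 passed the paper's threshold, 24 up-regulated and 23 down-regulated in LL, and 65 had an unadjusted P under 0.05 in edgeR's test, where 18.1 would be expected by chance. In FH vs. FL, 307 miRNAs (190 known and 117 predicted) were tested, 19 passed the threshold, 17 up-regulated and 2 down-regulated in FL, and 22 had an unadjusted P under 0.05, against 15.35 expected by chance. After Benjamini-Hochberg adjustment over all miRNAs tested, 3 miRNAs had an adjusted p under 0.05 in LH vs. LL (ssc-miR-1, NovelmiRNA-329 and NovelmiRNA-904) and 2 in FH vs. FL (NovelmiRNA-131 and NovelmiRNA-664). The predicted miRNAs among them are named because of these values. The alternative that moved the numbers of miRNAs past the threshold most was DESeq2 without a filter on low counts and without its outlier handling, which gave 176 in LH vs. LL and 125 in FH vs. FL. Without LH1 the number in LH vs. LL rose to 94 and without LL4 to 71, and without LL1 it was 33. In FH vs. FL it was 43 without FL1, 30 without FL3 and 11 without FL4. The number with an adjusted p under 0.05 was 8 without LH1, 1 without LL2 and 0 without LH2, LH3, LH4, LL1, LL3 or LL4, where 44 to 78 miRNAs had an unadjusted P under 0.05 in edgeR's test. In FH vs. FL it was 1 without FL1, FL2 or FL4 and 0 without FL3 or any of the FH sows, where 13 to 34 had an unadjusted P under 0.05. NovelmiRNA-329 (chromosome 1, 301872756 to 301872821, minus strand) and NovelmiRNA-904 (scaffold GL893103.2, 5214 to 5279) have the same counts in all libraries, 36 to 92 per library in LL and 0 in LH, at least 17.1-fold higher in LL (edgeR adjusted p = 0.0413). Another entry at the position of NovelmiRNA-329 had up to 27 counts in LH, and with the entries of a position merged, an alternative chosen after seeing the data, the log2 fold change was 2.35 (standard error 1.38, edgeR adjusted p = 0.365). NovelmiRNA-131 (chromosome 16, 59466875 to 59466927) had 32 to 50 counts in FL and 0 in FH, at least 13.8-fold higher in FL, and NovelmiRNA-664 (59466877 to 59466926 on the same strand) had 24 to 87 counts in FH and 0 in FL (edgeR adjusted p = 0.0415 for both). With the 6 entries of that locus merged the log2 fold change was 0.30 (standard error 0.383, edgeR adjusted p = 0.781).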

A total of 956 (345 up-regulated and 611 down-regulated) lncRNA transcripts were differentially expressed in LH vs. LL (*P* < 0.05), while 415 (247 up-regulated and 168 down-regulated) were differentially expressed in FH vs. FL (*P* < 0.05) (Additional file 6: Table S6–1 and 2). We also identified 457 mRNA transcripts that were differentially expressed between the LH and LL groups (Table 1) (Additional file 6: Table S6–3). Among these transcripts, 334 were annotated as known genes. In the FH vs. FL comparison, we found that 475 mRNAs were differentially expressed, while 316 mRNAs were annotated (Additional file 6: Table S6–4). Analyses of the small RNA sequencing data showed that 29 and 11 known miRNAs were differentially expressed when comparing LH vs. LL and FH vs. FL, respectively (Additional file 6: Table S6–5 and 6).

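Among the known miRNAs, 32 passed the paper's threshold in LH vs. LL, 16 up-regulated and 16 down-regulated in LL, and 12 in FH vs. FL, 11 up-regulated and 1 down-regulated in FL. In LH vs. LL the LH and LL sows did not overlap for 20 of the 32 known miRNAs, and for 59 of the 362 miRNAs tested (16.3%, where chance gives 2.86%). The FH and FL sows did not overlap for 1 of the 12, and for 16 of the 307 tested (5.21%). The number was moved most in LH vs. LL by the clean read share as a covariate, chosen after seeing the data, with which 6 known miRNAs passed the threshold, 3 of them among the 32. In FH vs. FL this covariate left 1, ssc-miR-194b-5p, which was not chosen by the rule for named miRNAs. For LH vs. LL the number was 54 without LH1, 20 without LH2, 18 without LH4, 18 without LL1 and 19 without LL3, and 55 (48 up-regulated and 7 down-regulated) when only library size was used in place of TMM. For FH vs. FL it was 27 without FL1, 7 without FH3, 6 without FL2 and 4 without FL4. With DESeq2 on the same miRNAs, 28 of the 32 and all 12 of the 12 remained past the threshold. Of the known miRNAs past the threshold without overlap between the groups, ssc-miR-1 had the smallest P in LH vs. LL, with 2568 ± 511 CPM in LH and 543 ± 233 in LL (mean ± SD, n = 4). Its log2 fold change was -2.24 (standard error 0.359, adjusted p = 0.0413 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was lower in every LL sow than in every LH sow (exact permutation test, p = 0.0286). LH4 held the highest LH value, and centred within the groups the level rose with the clean read share over the 16 libraries (Pearson r = 0.879, permutation p = 0.00107, adjusted over 16 miRNAs 0.0127, and Spearman rho = 0.812, p = 0.00914, adjusted 0.0366), with r = 0.843 without LL1 and FL2. Within phases r was 0.898 in the luteal and 0.930 in the follicular libraries. The log2 fold change was -1.73 with the clean read share as a covariate and between -2.58 and -2.07 with each sow left out in turn. It lost the threshold in DESeq2 without filter and outlier handling (-2.28, unadjusted P = 0.120). Next by P were ssc-miR-107 and ssc-miR-185. The level of ssc-miR-107 was 615 ± 177 CPM in LH and 1459 ± 218 in LL, a log2 fold change of 1.25 (standard error 0.277, edgeR adjusted p = 0.101), and it no longer passed the threshold with parity as a covariate (1.27, edgeR unadjusted P = 0.0846) or in DESeq2 without filter and outlier handling (1.24, unadjusted P = 0.394). The only known miRNA of FH vs. FL past the threshold without overlap was ssc-miR-138, near the lowest levels measured, with 1.04 ± 0.203 CPM in FH and 3.15 ± 1.58 in FL (log2 fold change 1.59, standard error 0.526, edgeR adjusted p = 0.585). It lost the threshold without FH1, FH2 or FL2 (1.21 without FL2), without the filter, with parity or the clean read share as a covariate, and in DESeq2 without filter and outlier handling.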

**Table 1:** Number of differentially expressed genes in LH vs. LL and FH vs. FL

Genes	LH vs. LL		Total	FH vs. FL		Total
	Up- regulated	Down-regulated		Up-regulated	Down-regulated	
mRNAs	161	296	457	253	222	475
lncRNAs	345	611	956	247	168	415
miRNAs	68	54	122	32	14	46

### Function enrichment analysis of the lncRNAs

To investigate the function of the differentially expressed lncRNAs in each comparison, the potential targets of lncRNAs were predicted in this study. GO analysis revealed that there were 18 and 15 significant GO terms (corrected *P* < 0.05) in LH vs. LL and FH vs. FL, respectively (Additional file 7: Table S7–1 and 2). We noticed that three significant GO terms were common in all four groups: catalytic activity, single-organism metabolic process and vitamin D metabolic process. The KEGG analysis indicated that a total of 23 and 14 significant pathways were found in LH vs. LL and FH vs. FL, respectively (Additional file 7: Table S7–3 and 4). Importantly, it was observed that “ovarian steroidogenesis” and “lysosome” were the specific enrichment pathways in LH vs. LL, while steroid biosynthesis was the common pathway in the four comparison groups.

### Target prediction of miRNAs and construction of miRNA–mRNA networks

To understand the biological functions of differentially expressed miRNAs on fertility, we predicted the potential target genes of these miRNAs in two comparisons. We found that there were 13,458 putative target sites for 122 miRNAs in LH vs. LL and 4466 target sites for 46 miRNAs in FH vs. FL (Additional file 8: Table S8–1 and 2). Furthermore, GO and pathway enrichment analyses were performed. GO analysis of the target genes revealed that there were 410 and 236 significant GO terms (corrected *P* < 0.05) in LH vs. LL and FH vs. FL comparisons (Additional file 9: Table S9–1 and 2). KEGG pathway analysis revealed that a total of 97 and 31 significant pathways (Hypergeometric Distribution Hypothesis Test, *P* < 0.05) were identified in LH vs. LL and FH vs. FL comparisons, respectively (Additional file 9: Table S9–3 and 4). Among these KEGG pathways, multiple pathways were closely involved in the reproductive process, such as the Insulin signaling pathway, MAPK signaling pathway, Estrogen signaling pathway, GnRH signaling pathway, PI3K-Akt signaling pathway, Ras signaling pathway, Cytokine-cytokine receptor interaction, Jak-STAT signaling pathway and Lysosome pathway in LH vs. LL, and the Notch signaling pathway, TGF-beta signaling pathway and Steroid biosynthesis in FH vs. FL. It is worth noting that the Wnt signaling pathway, Insulin secretion and Adherens junction were common in LH vs. LL and FH vs. FL.

Additionally, we aimed to illustrate negative interactions between differentially expressed miRNAs and mRNAs in the porcine ovary that might lead to differences in fertility; thus, regulatory networks of miRNA–mRNA pairs were constructed (Fig. 6). Of these negative interactions, three miRNAs (ssc-miR-1307, ssc-miR-1343 and ssc-miR-671-5p) targeted multiple mRNAs, but several miRNAs targeted only one mRNA. For example, up-regulated ssc-miR-1307 targets 12 genes, but down-regulated ssc-miR-361-3p targets only one gene (Fig. 6a). Moreover, down-regulated progestin and adipoQ receptor 7 (PAQR7) (FH vs. FL) was regulated by two differentially expressed miRNAs including ssc-miR-885-5p and ssc-miR-671-5p (Fig. 6b).

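The level of ssc-miR-1307 was 243 ± 136 TMM-normalized CPM in LH and 549 ± 172 in LL (mean ± SD, n = 4 sows each), from counts of 1655 to 18377 per library. Its log2 fold change was 1.17 (standard error 0.459, unadjusted P = 0.0336, adjusted p = 0.253 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3 of the 4 LL sows lay above the highest LH sow (exact permutation test, p = 0.0571). The threshold was lost in 6 of the 8 fits that each left out a sow, with log2 fold changes of 0.90 without LH3, 0.96 without LL1, 1.03 without LL2, 1.06 without LH4, 1.12 without LH2 and 1.14 without LL3. It was also lost without the filter on low counts (1.11, edgeR unadjusted P = 0.0679), in DESeq2 without filter and outlier handling (1.16) and with the clean read share as a covariate (0.78), a setting chosen after seeing the data. Centred within the groups, its level fell with the clean read share over the 16 libraries (Pearson r = -0.656, permutation p = 0.0114, adjusted over 16 miRNAs 0.0305; Spearman rho = -0.709, p = 0.0116, adjusted 0.0371), with r = -0.582 without LL1 and FL2, and r = -0.495 within the luteal and -0.767 within the follicular libraries. For ssc-miR-361-3p, 5121 counts (284 CPM) were listed in LH2 and 3549 (219 CPM) in LH3, and 0 in LH1, LH4 and all 4 LL libraries. The LH mean of 126 ± 148 CPM (SD, n = 4) was at least 914-fold above the limit that counts of 0 allow in LL, 0.138 CPM. The miRNA did not pass the filter on low counts, and the groups were not separated by the exact permutation test (p = 0.429). Over all 16 libraries ssc-miR-361-3p was above 0 in 4 (LH2, LH3, FH4 and FL2) and ssc-miR-361-5p in 10 others, no library had both, and LH4 and FL4 had neither. The sum of the 2 arms was 269 CPM in LH1, 284 in LH2, 219 in LH3 and 0 in LH4, and 141 ± 79.6 CPM in LL (mean ± SD, n = 4). No test of this difference is given, because the 0 of LH4 decides it.

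**Figure D1:**
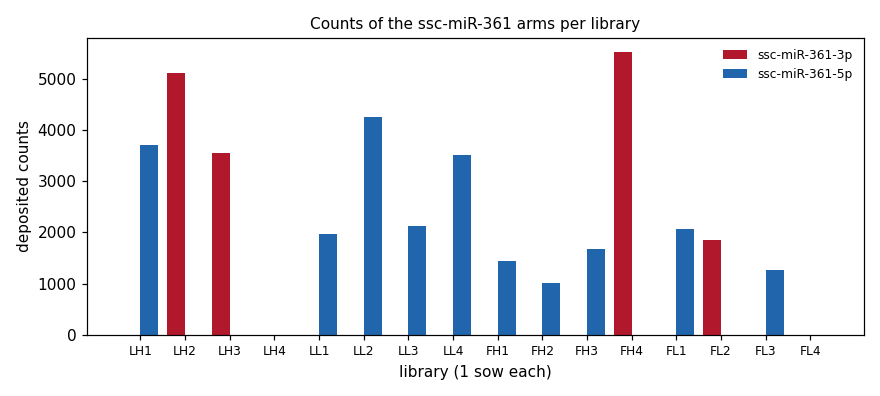
Deposited counts (vertical axis, reads) of ssc-miR-361-3p (red bars) and ssc-miR-361-5p (blue bars) in each of the 16 libraries (horizontal axis, 1 sow each). Each library shows a bar for at most 1 of the arms, and the 3p counts run from 1859 in FL2 to 5533 in FH4 and the 5p counts from 1004 in FH2 to 4258 in LL2.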

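The level of ssc-miR-671-5p was 12.0 ± 3.79 CPM in FH and 38.4 ± 28.9 in FL (mean ± SD, n = 4 sows each). The FH sows lay between 8.98 and 16.9 CPM, whereas FL2, FL3 and FL4, at 47.6, 23.9 and 74.1, lay above them and FL1, at 7.90, below them (exact permutation test, p = 0.171). The log2 fold change was 1.68 (standard error 0.662, unadjusted P = 0.0357, adjusted p = 0.610 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out FH2, FH3, FH4, FL2 or FL4 took it below the paper's threshold, with log2 fold changes of 1.53 without FL2 and 1.11 without FL4. It was likewise below the threshold with no filter on low counts (1.74, edgeR unadjusted P = 0.0613), in DESeq2 without filter and outlier handling (1.65), with parity as a covariate (0.83) and with the clean read share as a covariate (0.20), the last chosen after seeing the data. Centred within the groups, its level fell with the clean read share over the 16 libraries (Pearson r = -0.868, permutation p = 0.00313, adjusted over 16 miRNAs 0.0167; Spearman rho = -0.882, p = 5.8e-04, adjusted 0.00928), with r = -0.889 without LL1 and FL2, and r = -0.943 within the luteal and -0.913 within the follicular libraries. The counts of ssc-miR-885-5p were 2 to 14 per library in FH, 6 in FL1, 6 in FL3, 262 in FL2 and 1093 in FL4. It was 0.620 ± 0.557 CPM in FH and 16.8 ± 21.4 in FL, a log2 ratio of the means of 4.76 that rested on FL2 (21.0 CPM) and FL4 (45.3 CPM). It did not pass the filter on low counts, and the exact permutation test gave p = 0.286.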

**Fig. 6:**
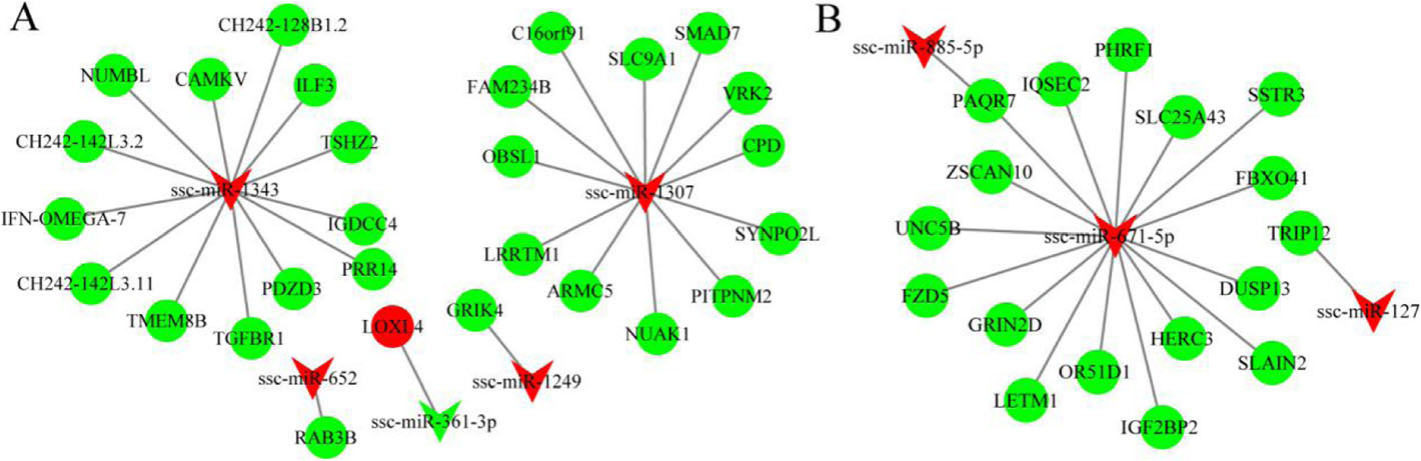
miRNA–mRNAs interaction network constructed and visualized. VEE and circular nodes represent miRNAs and mRNAs, respectively. Red nodes represent up-regulation, while green nodes represent down-regulation. **a** Interaction networks for comparison of LH vs. LL; **b** Interaction networks for comparison of FH vs. FL

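Of the other known miRNAs of the network in Fig. 6, ssc-miR-652 had 66.3 ± 24.6 CPM in LH and 142.95 ± 23.6 in LL (mean ± SD, n = 4), with every LL sow above every LH sow (exact permutation test, p = 0.0286, the smallest possible). Its log2 fold change was 1.11 (standard error 0.361, unadjusted P = 0.0153, adjusted p = 0.231 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It fell below the paper's threshold without LH2 (0.87), LH4 (0.98), LL1 (0.98) or LL3 (1.00), with no filter on low counts (1.05), in DESeq2 without filter and outlier handling (1.10), with parity as a covariate (1.42, edgeR unadjusted P = 0.123) and with the clean read share as a covariate (0.87, chosen after seeing the data). Centred within the groups, its level fell with the clean read share over the 16 libraries (Pearson r = -0.481, permutation p = 0.0183, adjusted over 16 miRNAs 0.0367; Spearman rho = -0.579, p = 0.0194, adjusted 0.0444), but r was -0.307 without LL1 and FL2, so the relation rested in part on those libraries, and r was -0.415 within the luteal and -0.549 within the follicular libraries. For FH vs. FL, ssc-miR-127 had 156 ± 93.4 CPM in FH and 442 ± 368 in FL, a log2 fold change of 1.504 (standard error 0.649, edgeR adjusted p = 0.644). Its unadjusted P in edgeR was 0.0500376, just outside the threshold, and the exact permutation test gave p = 0.0857. FL4 held 978 CPM, and the log2 fold change without it was 0.73. The threshold was passed in DESeq2 with the same filter (1.49), with library size only (2.09), with TMM on the known miRNAs (1.62), with no filter (1.58) and with all 16 libraries in a single fit (1.67), and without FH1 (1.96), FL1 (1.89) or FL3 (1.82). It was also passed with the entries of a locus merged (1.56), chosen after seeing the data.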

### Construction of lncRNA-miRNA-mRNA networks

To explore the role and relation of lncRNAs and miRNAs mediation in pig fertility, differentially expressed lncRNAs were selected by miRanda analysis [32]. The lncRNA–miRNA negative pairs between differently expressed lncRNAs and miRNAs were selected to construct the co-expression network. In the LH vs. LL comparison, we found that the key miRNAs interacted with 19 lncRNAs (Fig. 7a). In FH vs. FL group, the key miRNAs interacted with 7 lncRNAs (Fig. 7b). A total of 19 and 7 lncRNA–miRNA pairs were identified in LH vs. LL and FH vs. FL, respectively. It is worth noting that most lncRNAs were targeted by the same miRNA. Among these key miRNAs, ssc-miR-1343 and ssc-miR-671-5p had more interactions than others. Ssc-miR-1343 is the key miRNAs targeted with nine key lncRNAs (TCONS_00009287, TCONS_00196796, TCONS_00309415, TCONS_00309419, TCONS_00372560, TCONS_00521720, TCONS_00521721, TCONS_00703255, and TCONS_00814106) through MREs, and ssc-miR-671-5p targeted with six key lncRNAs (TCONS_00019076, TCONS_00229497, TCONS_00429823, TCONS_00651713, TCONS_00702922, and TCONS_00817482), which may be key regulators related to fertility.

**Fig. 7:**
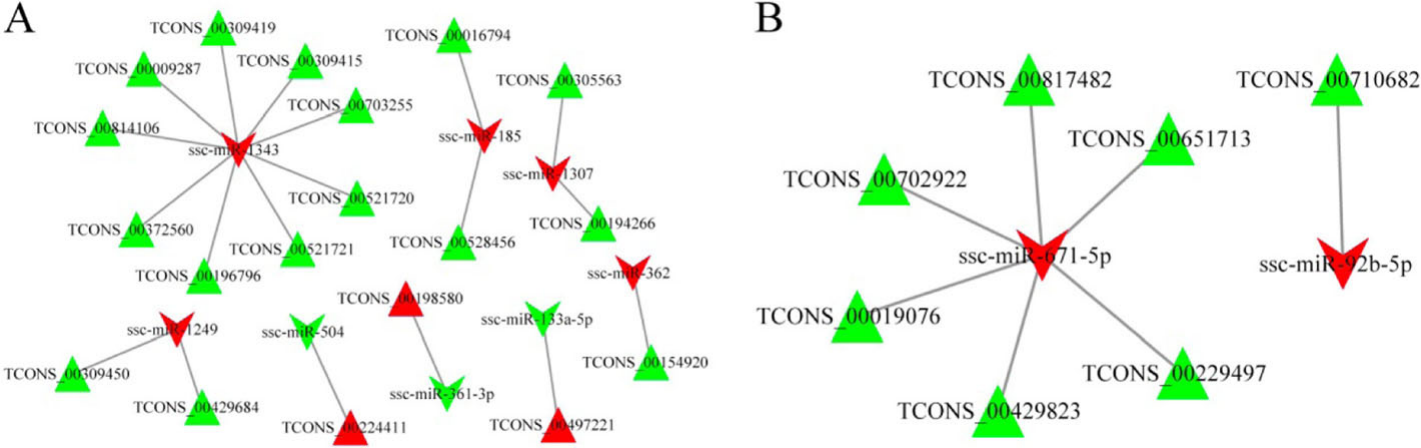
Interaction networks of differentially expressed lncRNAs and miRNAs in ovarian tissue. Triangular nodes denote lncRNAs and VEE nodes denote miRNAs. Red nodes represent up-regulation and green nodes represent down-regulation. **a** Interaction networks for comparison of LH vs. LL. **b** Interaction networks for comparison of FH vs. FL

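Among the miRNAs that Fig. 7 adds to the network, ssc-miR-185 had 549 ± 184 CPM in LH and 1536 ± 510 in LL (mean ± SD, n = 4), with a log2 fold change of 1.48 (standard error 0.348, adjusted p = 0.122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 4 LL sows lay above all 4 LH sows (exact permutation test, p = 0.0286), and no single sow changed the call (1.22 to 1.66), whereas DESeq2 without filter and outlier handling (unadjusted P = 0.311) and the clean read share as a covariate (0.99) took it below the threshold. Its level, centred within the groups, fell with the clean read share over the 16 libraries (Pearson r = -0.739, permutation p = 0.00642, adjusted over 16 miRNAs 0.0257; Spearman rho = -0.753, p = 0.00508, adjusted 0.0290), with r = -0.740 without LL1 and FL2, -0.716 within the luteal and -0.754 within the follicular libraries. The level of ssc-miR-362 was 95.2 ± 29.5 CPM in LH and 200.2 ± 10.6 in LL, again without overlap, with a log2 fold change of 1.07 (standard error 0.305, edgeR adjusted p = 0.202). Without LH2 it was 0.89, without LH4 0.90, without LL3 0.95 and without LL1 0.99, all below the threshold, which it also lost with no filter (1.01), in DESeq2 without filter and outlier handling (1.05), with parity (1.10) and with the clean read share (0.96) as a covariate. The down-regulated nodes did not pass the threshold in edgeR's test. For ssc-miR-504 the log2 fold change was -1.15 (standard error 0.575, edgeR adjusted p = 0.340), from 711 ± 369 CPM in LH and 320.2 ± 185 in LL, and it passed only with all 16 libraries in a single fit (edgeR unadjusted P = 0.0435). For ssc-miR-133a-5p it was -1.34 (standard error 0.585, edgeR adjusted p = 0.280), from 179 ± 140.0 CPM in LH and 70.8 ± 28.2 in LL, with the highest LH value in LH4 and -0.68 without that sow. It passed the threshold without LH1 (-1.50), LH3 (-1.59) or LL4 (-1.60), in DESeq2 with the same filter (unadjusted P = 0.0267), and with log2 fold changes of -2.88 (parity), -1.37 (entries of a locus merged, chosen after seeing the data), -1.36 (at least 10 counts in 4 libraries), -1.33 (all 16 libraries in a single fit) and -1.29 (TMM on the known miRNAs), and with robust empirical Bayes estimation in edgeR (unadjusted P = 0.0489). For FH vs. FL, ssc-miR-92b-5p had 23.0 ± 5.03 CPM in FH and 246 ± 330 in FL, a log2 fold change of 3.42 (standard error 1.14, edgeR adjusted p = 0.585; exact permutation test, p = 0.229). FL2 held 218 CPM, FL4 721, FL1 27.3 and FL3 18.3. Without FL4 the log2 fold change was 1.88 and the threshold was lost, as it was with parity (3.28, edgeR unadjusted P = 0.170) and with the clean read share (1.08) as a covariate. Of the 11 known miRNAs that the paper names or draws for LH vs. LL, 10 were tested and 7 passed the threshold, while 0 had an adjusted p under 0.05 over all miRNAs tested and 7 when adjusted over the list alone. Of the 4 for FH vs. FL, 3 were tested and 2 passed, while 0 had an adjusted p under 0.05 over all miRNAs, and 0 when adjusted over the list alone. The list was chosen by the study on these same sows, so the adjustment over it is not independent evidence.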

Based on the above data, we integrated the lncRNA–miRNA interactions and miRNA–mRNA interactions to establish lncRNA–miRNA–mRNA networks and then visualized using the Cytoscape software (Fig. 8). The network of LH vs. LL was composed of 44 nodes and 40 edges, and the nodes included 4 miRNAs, 14 lncRNAs and 27 mRNAs, which could be the important nodes involved in the ceRNA network during the luteal phase of the estrous cycle (Fig. 8a). In this network, some of them have been reported to be reproduction-associated molecules such as *NUMBL*, *ILF3*, *GRIK4*, *SLC9A1, TGFBR1*and *LOXL4*. We noticed that nine lncRNAs were interrelated with ssc-miR-1343 and may act as ceRNA to inhibit target miRNAs and mediated, related hub genes translation such as *NUMBL*, *ILF3*, *TGFBR1*, *TMEM8B*, *PRR14*, *TSHZ2*, and *CAMKV*. In addition, we found that TCONS_00309450 and TCONS_00429684 may serve as ceRNA to mediate *GRIK4* by sponging ssc-miR-1249. In the FH vs. FL group, there were 23 nodes and 22 edges, consisting of 1 miRNA, 6 lncRNAs and 16 mRNAs (Fig. 8b). These six lncRNAs may serve as ceRNA to mediate the corresponding gene transcripts by sponging ssc-miR-671-5p. We also found that several genes, such as *GRIN2D* and *FZD5,* were mainly involved in the “cAMP signaling pathway”, “Calcium signaling pathway”, “Wnt signaling pathway” and “mTOR signaling pathway”, implying that they might be acting as reproduction related genes. Thus, we hypothesize that these lncRNAs, miRNAs and mRNAs play critical roles in fertility regulation.

**Fig. 8:**
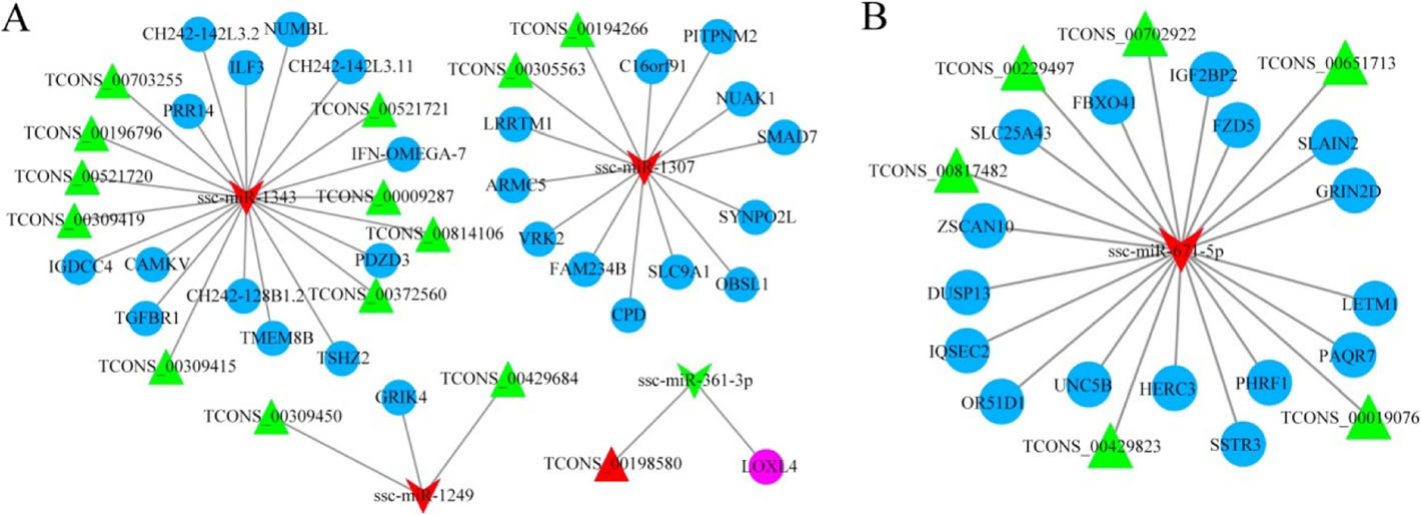
lncRNA–miRNA–mRNAs interaction network constructed and visualized. Red triangle nodes represent up-regulated lncRNAs, and green nodes represent down-regulated lncRNAs. Red VEE nodes indicate up-regulated miRNAs, and green nodes indicate down-regulated miRNAs. Purple circular nodes represent up-regulated mRNAs, and blue represent down-regulated mRNAs. **a** Interaction networks for comparison of LH vs. LL; **b** Interaction networks for comparison of FH vs. FL

### RT-qPCR verification

In the lncRNA–miRNA–mRNAs interaction networks, we selected 14 and 5 key nodes to validate expression levels in LH vs. LL and FH vs. FL, respectively, using RT-qPCR (Fig. 9). The expression of each miRNA was significantly higher in the LL groups compared to the LH groups. In contrast, the expression of each lncRNA or mRNA was significantly lower in the LL groups than in the LH groups (Fig. 9a-d). We also found that the expression of ssc-miR-671-5p was higher in the FL groups compared to the FH groups (Fig. 9e). These results suggested that the post-transcriptional regulatory functions of miRNAs negatively correlated with their targets and that these differentially expressed miRNAs and lncRNAs may contribute to the fertility differences in sows with extreme phenotypes during the F and L phases of the estrous cycle. In brief, the results demonstrated that the expression patterns of 19 differentially expressed genes were consistent between the RT-qPCR data and the RNA-Seq data, implying that the accuracy of RNA-Seq data was reliable (Fig. 9).

**Fig. 9:**
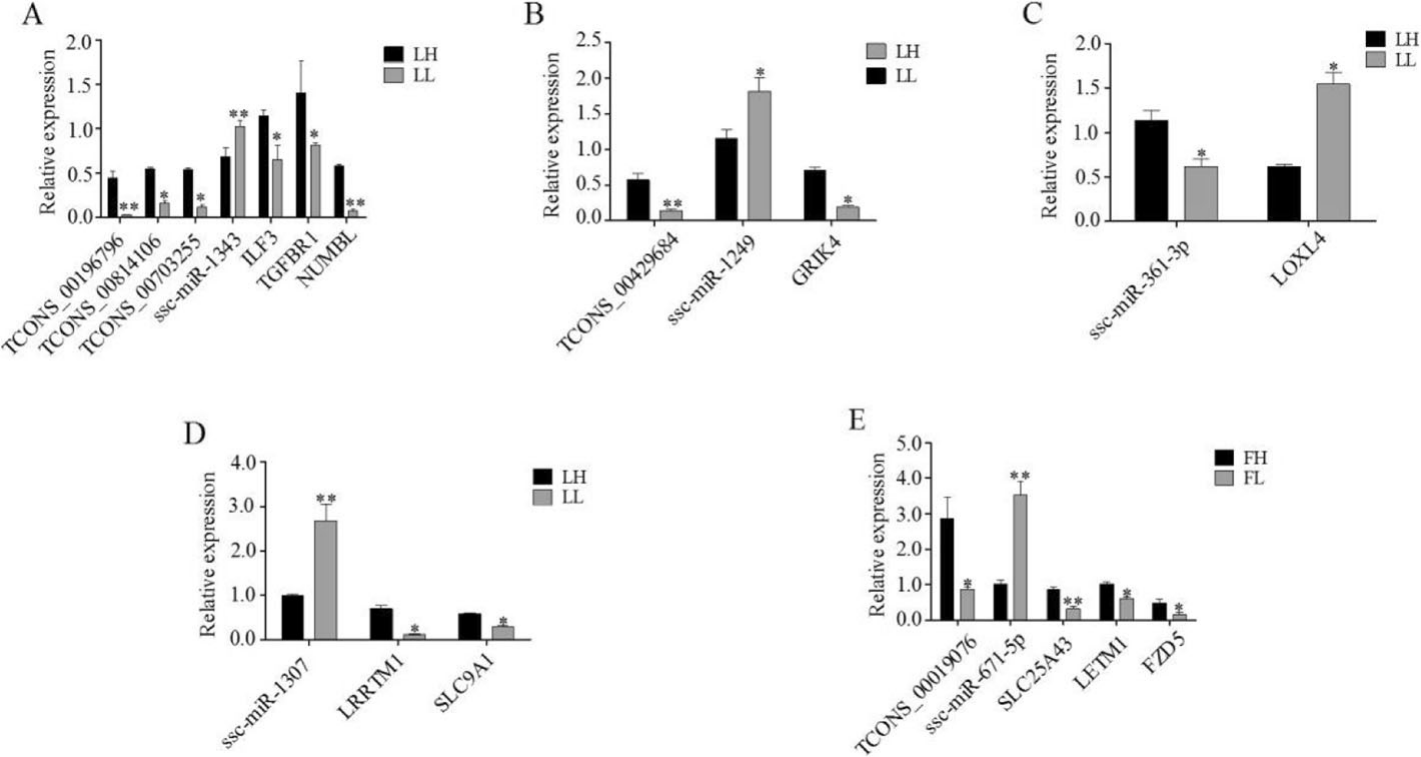
Expression levels of key genes by RT-qPCR. **a-d** LH vs. LL. **e** FH vs. FL. Data are presented as the mean ± SD of three experiments. The data statistical significance was assessed by Student’s *t*-tests. *P ≤ 0.05, **P ≤ 0.01 (Compared with the high fertility)

## Discussion

Fecundity is of primary interest in pigs as it plays a critical role in efficiency of production. Litter size, such as TNB, is one of the most important reproductive traits that are difficult to improve by selection because of its low heritability [1]. Meanwhile, it is a highly complex trait, which is controlled by multiple genes and is affected by parity, environmental factors and sire [3–6]. More importantly, ovulation rate is also a major factor that affects the litter size of sows [33]. Several studies in the pig and goat have reported some fecundity-related candidate genes based on RNA-seq data from the ovarian tissues with high or low littler size [23, 34]. Although a previous report described miRNA expression profiles in pig ovarian tissues correlating with fecundity [25], much less is known about the regulatory molecular mechanisms of fertility in sows. In addition to miRNAs, lncRNAs have been found to play critical roles in transcriptional and post-transcriptional regulation [19]. However, no reports to-date have focused on lncRNA functions in pig fertility. In this study, a total of 16 sows were selected according to the methods in previous studies [25, 34]. Eight sows from H fertility groups with high TNB per birth; similarly, eight sows from L fertility groups with low TNB per birth. Meanwhile, in order to minimize the effects of parity on TNB, eight sows with similarly high or low parity from each group were chosen for the study. Due to the dynamic nature of the mammalian ovary, we selected ovarian tissues at the follicular and luteal phase to study the differences between the high and low fertility in Large White sows using highthroughput sequencing technology. We systematically analyzed the expression of lncRNAs in porcine ovaries, and comprehensively integrated mRNA and miRNA data to identify the lncRNA-miRNA-mRNA interactions mediated in the competing endogenous RNA (ceRNA) network to further elucidate the regulatory mechanisms of lncRNAs in sow fertility.

lncRNAs expression profiles in ovarian tissues at different stages of follicle development in pigs were first investigated using RNA sequencing analysis by Liu et al. (2018) [28]. In the present study, we used the pig genome assembly (Sscrofa 10.2) to analyze the expression profiles of each sample, which is consistent with other published studies [28–30, 35, 36]. Based on comparative analysis, we found that the number of lncRNAs (*n* = 24,447) detected in this study was much higher than that reported in the study by Liu et al. (*n* = 2076) [28]; however, the number was much lower compared to that of human lnRNAs reported in LNCipedia 4.1 [37]. We also observed that the lncRNAs identified in ovarian tissues have fewer exons, lower expression levels, and shorter ORFs than those of the protein-coding genes (Fig. 2b-c and Fig. 3). Our results are consistent with previous studies of thyroid glands and endometriums of pigs [30, 35]. However, our results also showed that the average length of lncRNAs in ovarian tissues were longer than that in the thyroid gland (2337 bp on average) [35], fetal skeletal muscle (1043 bp on average) [36] and endometrium of pigs (1454 bp on average) [30]. Although there are some improvements in current pig genome assembly (Sscrofa11.1) compared to the Sscrofa10.2, a recent study based on Isoform Sequencing (Iso-Seq) data sourced from nine porcine tissues have revealed that the current pig genome annotations are still incomplete [13]. However, in this study, using RNA-seq data from 16 porcine ovary samples, we could discovered 24,447 lncRNAs that is similar to Beiki et al. (2019) predicted lncRNA transcripts (*n* = 24,527) [13].

As an important post-transcriptional regulatory factor, miRNAs play an essential role in diverse biological processes. 

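In the comparison of LH with LL, ssc-miR-26a had 72196 ± 30717 TMM-normalized CPM in LH and 33385 ± 15478 in LL (mean ± SD, n = 4 sows each), and ssc-miR-99a had 141008 ± 74876 in LH and 40350 ± 29034 in LL. Both were among the most abundant miRNAs, with 6.16% and 10.2% of all counts. The log2 fold change of ssc-miR-26a was -1.11 (standard error 0.416, unadjusted P = 0.0280, adjusted p = 0.253 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The exact permutation test gave p = 0.0571 for each of them. With scaling to library size only the log2 fold change of ssc-miR-26a was -0.56, and it lost the threshold. It also lost it without LH2 (-0.81), LL1 (-0.95), LL2 (-1.19) or LL3 (-1.13), with all 16 libraries in a single fit (edgeR unadjusted P = 0.0510), with parity as a covariate (edgeR unadjusted P = 0.307), in DESeq2 without filter and outlier handling (unadjusted P = 0.429) and with the clean read share as a covariate (-0.62), a setting chosen after seeing the data. Centred within the groups, its level rose with the clean read share over the 16 libraries (Pearson r = 0.774, permutation p = 0.0179, adjusted over 16 miRNAs 0.0367; Spearman rho = 0.747, p = 0.0165, adjusted 0.0440), with r = 0.734 without LL1 and FL2, and r = 0.687 within the luteal and 0.828 within the follicular libraries. The log2 fold change of ssc-miR-99a was -1.81 (standard error 0.576, unadjusted P = 0.0139, edgeR adjusted p = 0.220) and stayed between -2.49 and -1.42 with each sow left out in turn, without losing the threshold. It was lost with parity (-2.53, edgeR unadjusted P = 0.171) and with the clean read share (-1.30) as a covariate, and in DESeq2 without filter and outlier handling (-1.88).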

In the present study, ssc-miRNA-26a and ssc-miRNA-99a were differentially expressed between the high and low fertility groups in LH vs. LL (Additional file 6: Table S6), which is in accordance with the findings of Huang et al. (2016) [25]. A previous study reported that miR-26a was significantly up-regulated in chicken ovarian follicles and is likely to be associated with the mechanism of recruitment of dominant follicles [38]. We therefore hypothesize that the two miRNAs may have important roles in reproductive physiology.

Accumulating evidence has demonstrated that miRNAs are important endogenous regulators of gene expression, which have been investigated in various biological mechanisms [24, 39–41]. However, with the increasing amounts of discovered lncRNAs, the function of very few lncRNAs has been characterized. Recent studies have demonstrated that lncRNAs can act as endogenous miRNA sponges, thereby reducing the negative regulatory effect of miRNAs on mRNAs [42]. Although the ceRNA networks are receiving research attention, most of the relevant studies have focused on their effects related to human diseases.

Apart from miRNAs, lncRNAs in the developing ovary have also been implicated in improving fecundity [23]. However, the potential roles of lncRNAs in regulation of porcine fertility are far from understood. Miao et al. (2016) constructed a miRNA–lncRNA–mRNA interaction network based on the competing endogenous RNA (ceRNA) hypothesis, which provided a new insight into understanding sheep fertility. In the present study, we identified differentially expressed lncRNAs, miRNAs and mRNAs between the high and low fecundity groups in ovarian tissues. Then, we systematically analyzed the complex effects of the interactions between miRNAs and their target genes in LH vs. LL and FH vs. FL groups. Lastly, we constructed new ceRNA networks to comprehensively investigate the potential relationships between lncRNAs and miRNAs in sow fertility.

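The level of ssc-miR-1249 was 14.3 ± 15.1 TMM-normalized CPM in LH and 47.2 ± 27.0 in LL (mean ± SD, n = 4 sows each), from 62 to 2110 counts per library. Its log2 fold change was 1.72 (standard error 0.838, unadjusted P = 0.0740, adjusted p = 0.326 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), outside the paper's threshold. The exact permutation test gave p = 0.0857. LH1, at 35.9 CPM, lay above LL3 and LL4, and without it the log2 fold change was 2.72 and the threshold was passed. It was also passed in DESeq2 with the same filter (1.73, unadjusted P = 0.0401), with library size only (2.31), with all 16 libraries in a single fit (1.70) and with parity as a covariate (4.07). Centred within the groups, the level fell with the clean read share over the 16 libraries (Pearson r = -0.558, permutation p = 0.00928, adjusted over 16 miRNAs 0.0297; Spearman rho = -0.559, p = 0.0358, adjusted 0.0717), but with r = -0.394 without LL1 and FL2 the relation rested in part on those libraries, and r was -0.457 within the luteal and -0.826 within the follicular libraries. From the integrated lncRNA-miRNA and miRNA-mRNA interactions, the paper proposes that TCONS_00309450 and TCONS_00429684 serve as ceRNA to mediate GRIK4 by sponging ssc-miR-1249 (Fig. 8a). It also reports RT-qPCR, which was not analysed here, with ssc-miR-1249 higher and GRIK4 lower in LL.

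**Figure D2:**
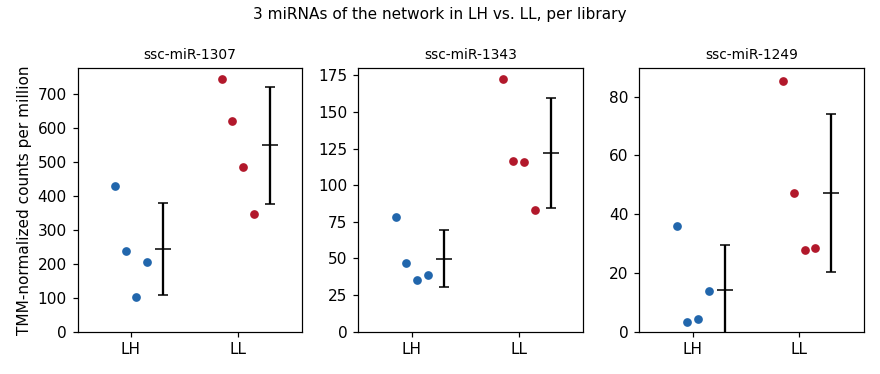
TMM-normalized CPM (vertical axis, starting at 0) of ssc-miR-1307, ssc-miR-1343 and ssc-miR-1249 in the LH (blue) and LL (red) libraries; each point is 1 sow, the horizontal line beside the points the mean and the bar ± SD (n = 4), of which the LH bar of ssc-miR-1249 continues below the axis. For ssc-miR-1343 the LL sows (82.8 to 173) lie above the LH sows (35.6 to 78.1), whereas for ssc-miR-1307 and ssc-miR-1249 LH1 lies within the range of LL.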

By constructing lncRNA–miRNA–mRNA regulatory networks using bioinformatics, we identified three miRNAs, ssc-miR-1249, ssc-miR-1307 and ssc-miR-1343, which exhibited significant up-regulation in the LL group compared to the LH group (Fig. 8a). The reliability of their expression patterns was confirmed by RT-qPCR (Fig. 9a, b and d). Among these miRNAs, miR-1249 has been reported to promote the proliferation of glioma cells [43]. Previous work in bull spermatozoa has shown that miR-1249 correlates with fertility rates [44]. The expression of miR-1249 was found to be significantly higher in bulls with moderate fertility compared with the high-fertility group, indicating that miR-1249 negatively regulates the expression of protein-coding genes, which leads to problems during reproduction [44]. Remarkably, miR-1249 was located on *BTA5,* which has been a candidate gene associated with reproduction efficiency in cattle [45]. These results further suggested that miR-1249 might plays important roles infertility regulation. In this network, we determined that the TCONS_00429684/TCONS_00309450–ssc-miR-1249–GRIK4 interaction axis was involved in the regulatory network. Concerning mRNAs, function enrichment analyses showed that *GRIK4* has been involved in a reproduction-relevant pathway, such as neuroactive ligand-receptor interactions, which play important roles in reproduction processes [46]. In the present study, high levels of *GRIK4* expression was noticed in the LH group compared with the LL group. Meanwhile, the RT-qPCR results also revealed that the expression pattern of *GRIK*4 was consistent with TCONS_0042968. However, the expression of ssc-miR-1249 was significantly increased in the LL group, which means that it might inhibit the transcription of *GRIK4* and exert a negative impact on the fertility of pigs. Thus, we speculate that the high expression of lncRNAs (TCONS_00429684 and TCONS_00309450) in the LH group may be through the absorption of ssc-miR-1249 to promote *GRIK*4 transcription. Despite our observations, the underlying mechanisms need further investigation.

We also found that ssc-miR-1343 and ssc-miR-1307 played central roles in the regulation network (Fig. 8a). No previous study has reported the expression of ssc-miR-1307 and ssc-miR-1343 in ovarian tissue. 

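The level of ssc-miR-1343 was 49.9 ± 19.4 CPM in LH and 122 ± 37.3 in LL (mean ± SD, n = 4 sows each), from 576 to 4267 counts per library. Its log2 fold change was 1.29 (standard error 0.394, unadjusted P = 0.0112, adjusted p = 0.220 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the LL sows did not overlap the LH sows (exact permutation test, p = 0.0286). With each sow left out in turn the log2 fold change stayed between 1.04 and 1.57 and past the paper's threshold. The threshold was lost without the filter on low counts (1.22, edgeR unadjusted P = 0.0962), in DESeq2 without filter and outlier handling (1.28) and with the clean read share as a covariate (0.83, edgeR unadjusted P = 0.0734), the last chosen after seeing the data. Centred within the groups, its level fell with the clean read share over the 16 libraries (Pearson r = -0.798, permutation p = 0.00159, adjusted over 16 miRNAs 0.0127; Spearman rho = -0.788, p = 0.00543, adjusted 0.0290), with r = -0.716 without LL1 and FL2, and r = -0.734 within the luteal and -0.839 within the follicular libraries.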

According to our results, ssc-miR-1307 and ssc-miR-1343 showed significant up-regulation in the LL group. The RT-qPCR results revealed that the expression patterns of Interleukin Enhancer Binding Factor 3 (ILF3), Numblike (NUMBL) and Transforming Growth Factor-β Receptor Type I (TGFBR1) were consistent with several lncRNAs (Fig. 8a). Some studies showed that *ILF3* is strongly expressed in the mouse ovary and that the ILF3 protein predominantly functions in germ cells [47]. The *ILF3* protein was frequently detected in adult zebra fish gonads by global proteomics [48], and may be involved in gonad differentiation [49]. In addition, the Notch signaling pathway could be involved in the development of organs and tissues by regulating cellular developmental processes, such as cell proliferation, differentiation and apoptosis [50]. A recent publication by Jing et al. (2017) reported that the Notch signaling pathway could promote ovarian follicular development by regulating the growth and estradiol production of granulosa cells [51]. *NUMBL*, a known antagonist of Notch signaling, has been implicated in gonadal development. Research has confirmed that deletion of *NUMBL* disrupted coelomic epithelium cell polarity in both XX and XY gonads, and germ cell numbers were also reduced at early stages of gonadogenesis, suggesting a major role in gonad development [52]. Another key gene, *TGFBR1*, is known to be a type I receptor of the canonical TGF-β signaling pathway. Increasing evidence has shown that *TGFBR1* is closely related to ovulation rate and litter size [53, 54]. In this study, ssc-miR-1343 had the most interactions in the network, which is a bridge of *ILF3*, *NUMBL*, *TGFBR1* and several lncRNAs. Based on the combined detection of their expression, we speculate that these lncRNAs might be associated with reproductive efficiency in sows.

In addition to FH vs. FL, we analyzed the relationship among lncRNAs, miRNAs, and mRNAs in ovarian tissues, as shown in Fig. 8b. We found that miR-671-5p had the most interactions, indicating that it is the hub gene in the regulation network. We further observed that miR-671-5p potential target gene *FZD*5 was largely involved in the Wnt and mTOR signaling pathways, which plays a critical role during the estrous cycle [55, 56]. Specifically, the TCONS_00019076–miR-671-5p–FZD5 interaction is involved in the regulatory network. The RT-qPCR results revealed that the expression of *FZD*5 was significantly up-regulated in the FH groups, which was consistent with the results from the RNA-seq data. Furthermore, we showed that the level of TCONS_00019076 was up-regulated in the LH groups, which was consistent with the expression pattern of *FZD*5. Given the potential binding sites between TCONS_00019076– miR-671-5p and miR-671-5p–FZD5, we propose that TCONS_00019076 may promote the expression of *FZD*5 through the absorption of miR-671-5p. In addition, two of the 16 mRNAs, *PAQR*7 and *IGF*2*BP*2, have been reported to be related to oocyte maturation and cell proliferation [57, 58]. Thus, we suggest that these key lncRNAs may play an important role in the regulation of pig fertility. In future research, we plan to explore the function of these lncRNAs using overexpression and knockdown experiments.

## Conclusions

In this study, ovarian lncRNAs and miRNAs associated with prolificacy of Large White sows were identified during the follicular and luteal phases of the estrous cycle, and their potential biological functions were predicted through bioinformatics. In addition, we constructed interaction networks among a series of differentially expressed lncRNAs, miRNAs, and mRNAs in ovarian tissues using an integrative biology approach. Our data will be helpful for identifying a novel regulatory mechanism for investigating prolificacy in pigs in future studies.

## Methods

### Swine population pool, experimental design and tissue collection

All of the experiments involving animals were carried out in accordance with the guidelines for the care and use of experimental animals established by the Ministry of Science and Technology of the People’s Republic of China (Approval Number 2006–398), and the work was approved by the Animal Ethics Committee at Hebei Agricultural University, China.

The animals (sows, *n* = 590; boars, *n* = 42) used in this study, a Canadian Large White population, were from the Hebei Shunde-Tianzhao Livestock Technology Co., Ltd. (Wanquan, Hebei, China). Detailed documents of 590 multiparous sows were collected, and the total number of piglets born (TNB) was regarded as an important parameter to evaluate the fertility of the animals as previously described [25, 34, 59, 60]. For this study, the data of TNB obey the normal distribution. Which was calculated using the SPSS19.0 software package (IBM Corp, Armonk, NY, USA). The high (H; TNB > 15.73) and low (L; TNB < 11.11) fertility groups of sows were determined according to our previous study [59]. Eight sows with similarly high or low parity from each group were chosen for the study (*n* = 8 for the H group and *n* = 8 for the L group). The sows were reared under the same environmental conditions and allowed ad libitum access to feed and water, and they were individuals without kinship according to the traceability system. All phenotypic records are displayed in Additional file 10: Table S10. Sows with H and L fertility were sacrificed at each of the two stages: on day 14 (day 1 = first day of estrus) after estrus in the luteal (L) phase (LH: *n* = 4; LL: *n* = 4) and on day 20 after estrus in the follicular (F) phase (FH: *n* = 4; FL: *n* = 4) [61]. At the above time points, animals were humanely slaughtered by electronic stunning followed by exsanguinations, and the ovarian tissues were rapidly removed and snap-frozen in liquid nitrogen until subsequent processing.

### Library preparation and solexa sequencing

Total RNA was extracted from each ovarian sample, and then purified with RNeasy Mini Kit (Qiagen, Valencia, CA, USA). Total RNA from each sample was quantified and qualified as previously described [59]. The same sample was used for both sequencing and RT-qRCR analysis.

Approximately 3 μg of RNA of each RNA sample was used for library preparations. To remove ribosomal RNA (rRNA), the Epicentre Ribo-Zero™ rRNA removal Kit (Epicentre, Madison, WI, USA) was used. Then, the rRNA-depleted RNA was used to generate cDNA libraries using the NEB Next® Ultra™ The Directional RNA Library Prep Kit for Illumina® (New England Biolabs; NEB, Ipswich, MA, USA) according to the manufacturer’s protocol. Sequencing was carried out using a 2 × 150 paired-end (PE) configuration on Illumina HiSeq X10 (Illumina, San Diego, CA, USA).

For small RNA sequencing, the same samples were used to construct Illumina small RNA-Seq (RNA sequencing) libraries using the NEBNext® Multiplex Small RNA library Prep Set for Illumina® (NEB) following the manufacturer’s recommendations. In brief, 3′ SR Adaptor for Illumina was ligated to the small RNA using 3′ Ligation Enzyme. The 5′ SR Adaptor for Illumina was ligated to the small RNA using 5′ Ligation Enzyme and first strand cDNA was synthesized using ProtoScript II Reverse Transcriptase (NEB). Each sample was then amplified by PCR for 12 cycles using P5 and P7 primers, with both primers carrying sequences which can anneal with flow cell to perform bridge PCR and P7 primers carrying a six-base index, thus allowing multiplexing. The PCR products of ~ 140 bp were recovered and cleaned up using PAGE. Purified small RNA sequencing libraries were validated using an Agilent 2100 Bioanalyzer (Agilent Technologies), and quantified by a Qubit 2.0 Fluorometer (Invitrogen). Finally, the 16 small RNA libraries were sequenced using a 1 × 50 single-end (SE) sequencing strategy by Illumina HiSeq X10 (Illumina).

### Analysis of RNA-Seq data

Raw RNA-seq reads from each sample were first processed by removing adapters and low-quality reads. Clean data from each library were obtained and then mapped to the Sscrofa10.2 reference genome that was downloaded from the Ensembl Genomes (ftp://ftp.ensembl.org/pub/release-86/fasta/sus_scrofa/dna/Sus_scrofa.Sscrofa10.2.dna.toplevel.fa.gz). The mapped reads from each individual animal were assembled as previously described [59]. Rsem (V1.2.6) [62] was used to calculate gene expression levels using the FPKM (Fragments per Kilo bases per Million reads) method for both the lncRNAs and coding genes in each sample. Additionally, the method of differential gene expression analysis was described in detail in ref. [59]. Transcripts of genes showing *P* values < 0.05 and with a |log_2_ (fold change)| ≥ 1 were identified as differentially expressed. The RNA-Seq data is publicly available in the NCBI GEO database with the accession number GSE134001.

### Analysis of microRNA-Seq data (miRNA)

Raw reads from the 16 small RNA libraries were generated. Clean reads were obtained by masking adapters, poly-A tails and low-quality reads from the raw data with Trimmomatic10 (v0.30) [63]. The clean reads were then mapped to the Sscrofa10.2 reference genome (ftp://ftp.ensembl.org/pub/release-86/fasta/sus_scrofa/dna/Sus_scrofa.Sscrofa10.2.dna.toplevel.fa.gz) by Bowtie 2 (v2.1.0) [64]. Subsequently, unmapped reads were used to predict the novel miRNAs with miRDeep (v2.0.0.7) [65]. Differential expression analysis was performed using a procedure described previously [60]. *P* values of miRNAs were settled at < 0.05 and |log_2_ (fold change)| ≥ 1 were described to detect differentially expressed miRNAs. The microRNA-Seq data is publicly available in the NCBI GEO database with the accession number GSE132307.

### Target prediction of miRNAs and construction of miRNA–mRNA networks

To explore the function of the miRNA, potential target genes of miRNAs with differential abundances were predicted by miRanda [32]. Subsequently we utilized GO-TermFinder (v0.86) (https://metacpan.org/release/GO-TermFinder) to identify Gene Ontology (GO) terms that annotated a list of enriched genes with a significant *P* value less than 0.05. The enrichment of KEGG pathways was tested using in-house scripts. In order to explore the potential interactions of miRNA and mRNA, miRNA–mRNA negative interactions were predicted, and Cytoscape_v3.5.1 [66] was used to construct the important networks of differentially expressed mRNAs and miRNAs.

### lncRNAs identification

According to the characteristics of the lncRNA, all the assembled transcripts were merged and then filtered by known non-lincRNA annotation, non-lincRNA characters, open reading frames (ORFs) and protein-coding potential methods. Known non-lincRNA include known protein-coding RNA, miRNA, tRNA, snoRNA, rRNA and pseudogenes. The characters of non-lincRNA include transcripts with more than one exon and with a length > 200 bp. For protein-coding potential prediction, we used CPC (Coding Potential Calculator) [67], CNCI (coding-noncoding-index) [68], CPAT (coding potential assessment tool) [69] and Pfam-scan [70] to distinguish mRNAs from lncRNAs. To understand the differences between lncRNAs and mRNAs, the genomic features of the predicted lncRNAs were analyzed [71].

### LncRNAs target gene prediction and GO and KEGG enrichment analyses

Transcriptional regulation by lncRNAs can work either in *cis* or in *trans* and may negatively or positively control gene expression [72]. As a result, the prediction of lncRNA target genes in *cis* and *trans* forms were performed. We searched coding genes 10 k upstream and downstream regions of lncRNAs as the *cis* target gene. Regulation in *trans* was analyzed by expression levels, according to Pearson’s correlation coefficient (|r| > 0.95).

To investigate the function of differentially expressed lncRNAs, GO enrichment analysis was implemented using GO-TermFinder (v0.86), and corrected *P* values < 0.05 were treated as significantly enriched. KEGG pathway analysis was performed using in-house scripts.

### Construction of lncRNA–miRNA–mRNA networks

To infer the function of lncRNAs, differently expressed lncRNAs were selected, and then lncRNA–miRNA negative interactions were predicted using miRanda [32]. Subsequently, based on complementary pairs between miRNA and mRNAs and between miRNAs and lncRNAs, the lncRNA–miRNA–mRNA interaction networks were constructed and visualized by Cytoscape_v3.5.1 [66].

### Reverse transcription real-time quantitative PCR (RT-qPCR)

Based on the lncRNA–miRNA–mRNA correlation networks, specifically, several interaction nodes were validated by RT-qPCR. For mRNA and lncRNA, reverse transcription of total RNA was performed using a cDNA Synthesis Kit (Sinogene, Beijing, China). For miRNA, total RNA was reverse-transcribed into cDNA using a One-Step miRNA RT Kit (Sinogene) following the manufacturer’s instructions. RT-qPCR was carried out using StepOne real-time PCR systems (Applied Biosystems, Foster City, CA, USA) and SYBR Green qPCR Mix (Sinogene). All amplifications were followed by dissociation curve analysis of the amplified products. All primer sequences, including selected genes, miRNAs and internal control genes (ACTB and U6 snRNA), are displayed in Additional file 11: Table S11. Relative expression levels of genes and miRNAs were calculated by the2^−ΔΔCt^ method [73].

### Statistical analysis

Statistical analyses were performed using SPSS 19.0 statistical software (IBM Corp). The data are expressed as the mean ± standard deviation (SD) of three independent experiments. When comparisons were made, Student’s *t*-tests were performed, and *P* < 0.05 was considered as statistically significant.

## Supplementary information

**Additional file 1: Table S1.** Summary of the sequencing reads alignment to the reference genome.

**Additional file 2: Table S2.** Identification of lncRNA transcripts of 16 libraries by RNA-sequencing.

**Additional file 3: Table S3.** Summary of mRNA transcripts of 16 libraries by RNA-sequencing.

**Additional file 4: Table S4.** Summary of draft reads of 16 libraries by small RNA-sequencing.

**Additional file 5: Table S5.** Information of miRNAs.

**Additional file 6: Table S6.** Differential expression analysis of lncRNAs, mRNAs and miRNAs.

**Additional file 7: Table S7.** GO and KEGG pathway analysis of the targets for differentially expressed lncRNAs.

**Additional file 8: Table S8.** Identification of miRNA–mRNA pairs.

**Additional file 9: Table S9.** GO and KEGG pathway analysis of the targets for differentially expressed miRNAs.

**Additional file 10: Table S10.** Phenotypic records of Canadian Large White sows used in this study.

**Additional file 11: Table S11.** Quantitative real-time PCR primer sequences used in this study.

## Data Availability

The datasets generated for this study can be found in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database, Accession numbers GSE134001 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134001) and GSE132307 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132307). The reference genome (Sscrofa10.2) is publicly available in Ensembl repository (ftp://ftp.ensembl.org/pub/release-86/fasta/sus_scrofa/dna/Sus_scrofa.Sscrofa10.2.dna.toplevel.fa.gz).

## Abbreviations

lncRNAs: Long noncoding RNAs
miRNAs: micro RNAs
RNA-seq: RNA sequencing
MREs: miRNA response elements
RT-qRCR: Reverse Transcription Real**-**time Quantitative PCR
ceRNAs: competing endogenous RNAs
TNB: total number of piglets born
RIN: RNA Integrity Number
FPKM: Fragments per Kilo bases per Million reads
PAQR7: Progestin and adipoQ receptor 7
GRIK4: Glutamate receptor, ionotropic,kainate 4
ILF3: Interleukin Enhancer Binding Factor 3

How the deposited data were processed for this re-analysis (not part of the article)

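Small RNA was sequenced from the ovaries of 16 Large White sows, 4 each in the LH, LL, FH and FL groups. According to the paper, the authors removed adapters, poly-A tails and low-quality reads with Trimmomatic, mapped the clean reads to Sscrofa10.2 with Bowtie 2 and predicted further miRNAs with miRDeep. The authors deposited raw counts, the number of reads of each miRNA in each library, without normalization or filtering. How reads were assigned to a miRNA is not named in the paper's text. The deposited table holds 216 known and 1724 predicted miRNAs. The mRNA, lncRNA and RT-qPCR measurements were not analysed here.

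Counts were analysed in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, and edgeR's filter with a count minimum of 10 and a total of at least 15), separately for LH vs. LL and FH vs. FL. The interaction of fecundity and phase, and the luteal against the follicular phase, were tested in models of all 16 libraries. Each miRNA was called differentially expressed by the paper's threshold, an unadjusted P under 0.05 with an absolute log2 fold change of at least 1, and separately by an adjusted p under 0.05 (Benjamini-Hochberg). Exact permutation tests used log2 of TMM-normalized CPM with a pseudocount of 1. Library totals ran from 8998496 to 37194836 counts, and a count of 0 allows up to 3 counts, or 0.0807 to 0.333 CPM of the library total without the TMM factor. Other values in CPM are TMM-normalized.

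The miRNAs named in the text are every known miRNA that the paper names or shows as a node of Fig. 6, Fig. 7 or Fig. 8. To these were added, for each comparison of fecundity, up to 3 known miRNAs past the threshold with the smallest P and no overlap between groups, and for the interaction and for the phases the 3 with the smallest P. Others are named where a count was small, and these were chosen after their values were seen.

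The tests were checked on simulated counts with 4-fold changes. For LH vs. LL edgeR recovered 42 of the 176 changed miRNAs tested (23.9%) by adjusted p and 91 by the paper's threshold, with 1 and 6 false calls, and DESeq2 1.42.0 recovered 85 and 105, with 5 and 6 false calls. For FH vs. FL edgeR recovered 92 of 184 by adjusted p and 127 by the paper's threshold, with 0 and 2 false calls, and DESeq2 111 and 131, with 4 and 5 false calls. With no miRNA changed, edgeR put 14 of 307 and 14 of 280 past the paper's threshold and 0 past the adjusted threshold, and DESeq2 put 19 and 18 past the paper's threshold and 1 and 1 past the adjusted threshold.

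The alternatives were DESeq2 with the same filter, DESeq2 without a filter and without its outlier handling, library size only, TMM on the known miRNAs, no filter, at least 10 counts in 4 libraries, robust empirical Bayes estimation, entries with identical counts collapsed, all 16 libraries in a single fit, a replicate block, parity as a covariate, and leaving out each sow in turn. The clean read share as a covariate and the merging of entries of the same locus were chosen after seeing the data. Lists of miRNAs of other tissues were written before they were scored, for oviduct or other ciliated and tubal epithelium, liver, skeletal or cardiac muscle, erythrocytes, leukocytes and neural tissue. A list's score in a library is the mean log2(CPM + 1) of its members.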

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

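All tests in this part were chosen only after the result was seen, apart from those on other splits of the libraries. This does not cover what was set before the data were examined, here and under the other observations below. Set beforehand were the alternatives, the tests between phases and of the interaction, and the permutation tests of the list scores between fecundity groups. The tissue lists were also written before they were scored. Single libraries were compared with the others of their group in 67 groups of 4 libraries, for the named miRNAs, the lists of tissue miRNAs and library measures. In 2 of these groups a library lay farther from the rest than the limit set for the gap to the nearest library relative to the group's range, where 3.35 would be expected by chance, and both were in LH4.

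The level of ssc-miR-1 in LH4 was 3334 TMM-normalized CPM, against 2294 to 2336 in the other LH libraries. The score of the list for skeletal or cardiac muscle was 6.58 in LH4, against 5.02 to 5.21 in the others, so the 2 results are not independent, since ssc-miR-1 is a member. LH4 was also highest of LH for the scores of liver (5.73, against 3.37 to 3.80), oviduct (8.47, against 4.43 to 6.33) and leukocytes (6.36, against 5.63 to 6.00). It was not for erythrocytes and neural tissue, so standing out in LH4 was not specific to the muscle list. The liver score did not rest on ssc-miR-122, at 8.45 CPM in LH4 against 5.52 in LH1, 93.9 in LH2 and 105 in LH3. It rested on ssc-miR-194a, ssc-miR-215 and ssc-miR-885-5p, which were highest of LH in LH4. All 5 other muscle members with an entry (ssc-miR-133a-5p, ssc-miR-133b, ssc-miR-206, ssc-miR-208b and ssc-miR-499-5p) were highest of LH in LH4 too. Skeletal or cardiac muscle in the tissue piece of LH4 would give this (5 of 5 other members). These members are part of the muscle score, so they are no separate test of it. The study called 1 of the 5, ssc-miR-133a-5p, and ssc-miR-1 itself, differentially expressed in these libraries. How many of them the ovary itself expresses was not tested, and neither was a biological difference of this sow.

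Between the phases, which the paper did not compare for miRNAs, 72 miRNAs had an adjusted p under 0.05 in edgeR's test, 41 higher and 31 lower in the luteal phase. Among the known miRNAs the smallest P values were those of ssc-miR-30d (log2 fold change of luteal over follicular 1.15, standard error 0.185, edgeR adjusted p = 0.00224), ssc-miR-181c (-1.96, standard error 0.320, edgeR adjusted p = 0.00224) and ssc-miR-145-5p (-1.84, standard error 0.314, edgeR adjusted p = 0.00244). In DESeq2 without filter and outlier handling, 0 of these 3 had an adjusted p under 0.05 (0.735, 0.224 and 0.297, with unadjusted P of 0.201, 0.0241 and 0.0346), and with no filter ssc-miR-181c did not (edgeR adjusted p = 0.0891). All 8 luteal libraries lay above all 8 follicular libraries for ssc-miR-30d, and below them for the other 2. Of 100 splits of the 16 libraries drawn with the real one included, 1, the real one, gave as many. With the clean read share in the fit 65 of the 72 were kept, which argues against that share as the whole cause. A library batch cannot be told apart from phase: in Table S4 the 8 luteal libraries, matched by their clean reads, are named by a number and L and the 8 follicular ones by Ovary, so neither set of names holds both phases. The phase of the cycle itself stays open as a biological explanation.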

How the results depend on the processing

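The alternatives were set before the data were examined, except the clean read share as a covariate and the merging of entries of the same locus, chosen after seeing the data. Of 498 comparisons of a named miRNA's log2 fold change with an alternative, 391 kept their direction and side of the threshold, 71 no longer passed it, 36 newly passed it and 0 reversed. The number of known miRNAs in all 4 groups stayed between 173 and 198. For the changes below the cause was not tested, unless one is given.

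With DESeq2 and the same filter, the numbers with an adjusted p under 0.05 were 30 in LH vs. LL (all 3 of edgeR's among them), 11 in FH vs. FL (with both of edgeR's) and 61 for the interaction of fecundity and phase. On simulated counts with changes DESeq2 made 5 and 4 false calls by adjusted p in the 2 comparisons of fecundity, and edgeR 1 and 0. DESeq2 recovered 85 and 111 of the changed miRNAs there, and edgeR 42 and 92. With DESeq2 without filter and outlier handling the numbers with an adjusted p under 0.05 were 134 in LH vs. LL, 96 in FH vs. FL and 93 for the interaction. For the phases the number was 120, of which 2 were among edgeR's 72. The same setting put 176 miRNAs in LH vs. LL (11 of them known, 4 shared) and 125 in FH vs. FL past the paper's threshold.

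With no filter on low counts, 158 miRNAs in LH vs. LL and 93 in FH vs. FL passed the paper's threshold, and 0 and 0 had an adjusted p under 0.05 (169 and 94 with an unadjusted P under 0.05), against 24 for the interaction. With library size only, 55 known miRNAs passed in LH vs. LL (48 up-regulated and 7 down-regulated, against 16 and 16 with TMM, 23 shared) and 68 of all (57 up-regulated and 11 down-regulated, against 24 and 23), and in FH vs. FL 0 had an adjusted p under 0.05 (26 unadjusted). Between phases it gave 56 higher and 13 lower, against 41 and 31. This scaling moved the median log2 fold change of all miRNAs tested from 0.15 to 0.73 in LH vs. LL, from 0.12 to 0.44 in FH vs. FL, from 0.16 to 0.54 between phases and from 0.22 to -0.07 for the interaction.

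The numbers with an adjusted p under 0.05 in LH vs. LL were 0 with robust empirical Bayes estimation (65 unadjusted) and 0 with identical entries collapsed (59). For FH vs. FL they were 0 with robust estimation (22) and 0 with at least 10 counts in 4 libraries (23). With all 16 libraries in a single fit, 1 (ssc-miR-338, 87 unadjusted) and 0 (44) had an adjusted p under 0.05. That fit put 37 miRNAs (29 up-regulated and 8 down-regulated) past the paper's threshold in FH vs. FL, and 68 (28 and 40) in LH vs. LL, of which 35 were known (12 and 23).

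With parity as a covariate, 0 in LH vs. LL (53 unadjusted) and 0 in FH vs. FL (6) had an adjusted p under 0.05, and 3 known miRNAs (ssc-miR-218-5p, ssc-miR-335 and ssc-miR-212) and 5 of all (with NovelmiRNA-131 and NovelmiRNA-664) passed the paper's threshold in FH vs. FL. No parity was found in both LH and LL. With the clean read share as a covariate, 0 (20 unadjusted) and 0 (9) had an adjusted p under 0.05. In LH vs. LL 14 miRNAs passed the paper's threshold, 6 of them known (4 up-regulated and 2 down-regulated), and in FH vs. FL 6, of which 1 known (ssc-miR-194b-5p). With the entries of a locus merged, 0 (82) and 0 (29) had an adjusted p under 0.05, and 2 for the interaction (ssc-miR-107 and ssc-miR-338).

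With the replicate number as a replicate block, 0 in LH vs. LL (41 unadjusted) and 0 in FH vs. FL (6) had an adjusted p under 0.05. In FH vs. FL 4 miRNAs passed the paper's threshold, 1 of them known (ssc-miR-20a, with NovelmiRNA-131, NovelmiRNA-664 and NovelmiRNA-678), and in LH vs. LL 32, with 22 known. Under the block ssc-miR-1249 passed the threshold (2.18) and ssc-miR-671-5p (1.40), ssc-miR-92b-5p (2.04) and ssc-miR-138 (1.48) did not. Correlations between sows with the same number, centred within groups, were -0.16 to 0.15 in the luteal and -0.25 to 0.15 in the follicular phase, so the numbers do not pair the sows.

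Across the 8 fits of LH vs. LL that each left out a sow, the number of known miRNAs past the paper's threshold ran from 18 (without LH4 or LL1) to 54 (without LH1), with 19 without LL3 and 20 without LH2. The number of all miRNAs ran from 33 (without LL1) to 94 (without LH1), with 71 without LL4. The number with an adjusted p under 0.05 ran from 0, without LH2, LH3, LH4, LL1, LL3 or LL4 (44 to 78 unadjusted), to 8 without LH1. Across those of FH vs. FL the known miRNAs ran from 4 (without FL4) to 27 (without FL1), with 6 without FL2 and 7 without FH3, all miRNAs from 11 (without FL4) to 43 (without FL1), with 30 without FL3, and those with an adjusted p under 0.05 from 0, without FL3 or any FH sow (13 to 34 unadjusted), to 1. For the interaction the number ran from 0 (58 to 81 unadjusted) to 6 (without LH1), and between phases from 50 (without LH1 or LL1) to 86 (without LH4).

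The alternative with a pseudocount of 0.1 was not run, because it applies to normalized values and the deposited values are counts. In FH vs. FL ssc-miR-885-5p, and in LH vs. LL ssc-miR-361-3p, did not pass edgeR's filter on low counts and so were not tested in that comparison with the filter.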

Differences from the paper's values

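The paper's number of differentially expressed miRNAs is 122 in LH vs. LL and 46 in FH vs. FL, against 47 and 19 here. Of the alternatives set before the data were examined, the number in LH vs. LL came within 1.5 times the paper's with DESeq2 without filter and outlier handling (176), with no filter (158) and without LH1 (94), and that in FH vs. FL with all 16 libraries in a single fit (37) and without FL1 (43). The others did not.

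For LH vs. LL the paper gives 68 up-regulated and 54 down-regulated miRNAs in LL, against 24 and 23 here. The number of up-regulated miRNAs came within 1.5 times the paper's with DESeq2 without filter and outlier handling (89), with no filter (73), with library size only (57) and without LH1 (57). The number of down-regulated miRNAs did so with all 16 libraries in a single fit (40), without LH1 (37) and without LL4 (46). The other alternatives set before the data were examined did not close either gap.

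For FH vs. FL the paper gives 32 up-regulated and 14 down-regulated miRNAs in FL, against 17 and 2 here. The number of up-regulated miRNAs came within 1.5 times the paper's with DESeq2 and the same filter (24), library size only (23), TMM on the known miRNAs (22), all 16 libraries in a single fit (29), without FL1 (33) and without FL3 (25). For the down-regulated miRNAs this was so without FL1 (10). The other alternatives set before the data were examined did not close either gap.

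The paper's fold of ssc-miR-361-3p, LH over LL, is 99.8, against at least 914 here. With library size only the bound was 585 and with DESeq2's size factors 952, and none of the alternatives set before the data were examined closed the gap. The counts were 0 in all LL libraries, so any finite fold rests on the value put in place of 0. The bounds used the limit of 3 counts and differed in scaling only. The paper's text does not name how it treated 0, so the gap cannot be read as a difference in the data.

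Of the paper's 122 miRNAs in LH vs. LL, 31 were also called here (21 of its 29 known and 10 of its 93 predicted miRNAs), and 81 predicted and 3 known ones were not tested. The 38 that were tested had the paper's sign. Of its 46 in FH vs. FL, 15 were called here (9 of 11 known and 6 of 35 predicted), 25 predicted and 1 known were not tested, and the 20 tested had the paper's sign. With DESeq2 without filter and outlier handling, 62 of the 122 and 28 of the 46 were called, with no filter 60 and 24, and with all 16 libraries in a single fit 47 and 22. Of the paper's predicted miRNAs, 80 of 93 and 24 of 35 had counts above 0 in 3 libraries or fewer of the 8.

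Known miRNAs that the paper calls and edgeR's test did not were called under other settings. These were ssc-miR-338 and ssc-miR-361-3p (DESeq2 without filter and outlier handling, no filter, all 16 libraries in a single fit), ssc-miR-105-1 (DESeq2 without filter and outlier handling), ssc-miR-504 (all 16 libraries), ssc-miR-135 (parity), ssc-miR-150 (DESeq2 with the same filter, all 16 libraries, parity, and merged loci, chosen after seeing the values), ssc-miR-133a-5p (DESeq2 with the same filter, TMM on the known miRNAs, at least 10 counts in 4 libraries, robust estimation, all 16 libraries, parity, and merged loci, chosen after seeing the values), and ssc-miR-1249 (DESeq2 with the same filter, library size only, all 16 libraries, replicate block, parity). Those of FH vs. FL were ssc-miR-885-5p (DESeq2 without filter and outlier handling, no filter, at least 10 counts in 4 libraries, all 16 libraries) and ssc-miR-127 (DESeq2 with the same filter, library size only, TMM on the known miRNAs, no filter, all 16 libraries, and merged loci, chosen after seeing the values). Called here and not by the paper were 11 known miRNAs in LH vs. LL and 3 in FH vs. FL, the latter ssc-miR-296-3p, ssc-miR-296-5p and ssc-miR-138.

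The paper's text places each miRNA tested by RT-qPCR in LH vs. LL higher in LL, while its Fig. 9c shows ssc-miR-361-3p lower in LL. The counts of ssc-miR-361-3p were 0 in all 4 LL libraries and 3549 to 5121 in LH2 and LH3.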

Other observations

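All tests in this part were chosen only after the result was seen, apart from those on other splits of the libraries.

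Of the 35 splits of the 8 luteal libraries into groups of 4, 1, the real one, gave as many known miRNAs past the paper's threshold, and 1, again the real one, as many of all miRNAs, which argues against an arbitrary grouping as the source of these numbers. As many with an adjusted p under 0.05 came from 2 of the 35. Of the splits of the 8 follicular libraries, 8 of 35 gave as many known miRNAs, 8 of 35 as many of all and 5 of 35 as many with an adjusted p under 0.05. The real numbers (12, 19 and 2) were above the medians of these splits (2, 3 and 0). An arbitrary grouping still stays open as the source of the FH vs. FL numbers, since several splits reached them. For the interaction of fecundity and phase, with 0 miRNAs past an adjusted p of 0.05 (63 unadjusted, smallest edgeR adjusted p = 0.0693), 100 of 100 drawn splits gave as many, which a count of 0 makes certain, so the splits test nothing there. Among the known miRNAs the smallest P values were those of ssc-miR-338, ssc-miR-107 (-1.95, standard error 0.411, edgeR adjusted p = 0.0693) and ssc-miR-34c (edgeR adjusted p = 0.0813). In DESeq2 with the same filter, and without LH1, all 3 of these had an adjusted p under 0.05. The levels of ssc-miR-338 were low, with means of 1.52 CPM in LH, 0 in LL, 3.71 in FH and 2.72 in FL. For ssc-miR-34c the log2 fold change of the interaction was 12.9, and 6.49 without LH4, so it rested in part on that library.

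Counts were missing in ways that sampling at these depths does not give. At the rate of the 4 libraries with ssc-miR-361-3p, at least 2487 counts were expected in each library at 0. Known miRNAs were at 0 in 164 of the 2985 values where at least 100 counts were expected, in 23 miRNAs, where a Poisson model gives 7.4e-44. The probability that the 4 libraries with the 3p arm and the 10 with the 5p arm of ssc-miR-361 share none is 0.00824. A candidate explanation for these 10 is that the counts of a precursor were entered under the name of 1 arm per library. It does not account for LH4 and FL4, where both arms were at 0 and at least 2138 summed counts were expected. Nor is it a general pattern: of the 8 pairs of arms, ssc-miR-361 was the only 1 never above 0 together, and both arms of ssc-miR-4334 were above 0 in 8 libraries with 0 equal counts. Of the 8 known miRNAs with both arms listed, 4 had the same counts for both in every library (ssc-miR-143, ssc-miR-221, ssc-miR-296 and ssc-miR-7140). Library totals reached 103% of the paper's clean reads, which is consistent with the same reads being entered more than once.

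Among the 785 pairs of predicted miRNAs with positions within 5 bases of each other at both ends, 0 had a library with counts for both, against a mean of 248.7 in 1000 shuffles (lowest 215). This is consistent with a locus being entered under different names in different libraries. After merging entries by locus, the smallest adjusted p of the loci of NovelmiRNA-329, NovelmiRNA-904, NovelmiRNA-131 and NovelmiRNA-664 was 0.365 in edgeR's test. No biological explanation was tested for these patterns.

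With library size only, the calls of LH vs. LL were mostly up-regulated. The 5 most abundant miRNAs held 57.9% of the counts in LH and 56.1% in LL, and the median log2 ratio was 0.60 after leaving them out, against 0.56 with them, which argues against these 5 as the cause.

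The level of 8 of 16 named miRNAs followed the clean read share within groups (Benjamini-Hochberg adjusted permutation p of Pearson's r under 0.05), 6 negatively and 2 positively. Whether the share explains the fecundity calls cannot be told apart from fecundity with these libraries. A score of the LH vs. LL calls had r = -0.134 with the share in the 8 follicular libraries (exact permutation p = 0.585, adjusted over 2 relations 0.585, Spearman rho = -0.286, p = 0.378, adjusted 0.378, r = -0.310 without FL2 and FL4). A score of the FH vs. FL calls had r = -0.338 in the 8 luteal libraries (exact permutation p = 0.295, adjusted 0.585, rho = -0.429, p = 0.240, adjusted 0.378, r = -0.254 without LL1 and LL3). With the share shuffled within groups, 11 of 100 shuffles left as few known calls in LH vs. LL as the real share (6, median of shuffles 15) and 16 of 100 in FH vs. FL (1, median 11). Parity cannot be told apart from fecundity in LH vs. LL either, since 0 parities were found in both LH and LL.

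The lower level of ssc-miR-1 in LL kept a log2 fold change of -1.73 with the clean read share in the fit (standard error 0.291, edgeR unadjusted P = 6.16e-04, adjusted p = 0.223, over the alternatives 6.18e-08 to 0.339), which argues against the share as the whole cause. Less muscle tissue in the LL pieces stays open: 3 of the 4 other tested list members were lower in LL (ssc-miR-133b -1.77, ssc-miR-206 -1.45, ssc-miR-133a-5p -1.34), while ssc-miR-499-5p was higher (0.74, standard error 0.355). These falls rested in part on LH4. There ssc-miR-133b was at 47.5 CPM, against 9.37 to 10.3 in the other LH libraries and 1.98 to 8.53 in LL. For ssc-miR-206 these values were 28.6, 3.20 to 9.97 and 2.91 to 6.48. Without LH4 the log2 fold change of ssc-miR-133a-5p was -0.68. That of ssc-miR-1 stayed between -2.58 and -2.07 with each sow left out in turn. A difference of the ovary itself between fecundity groups also stays open, as untested.

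The level of ssc-miR-34c, 25948 CPM in LH4, 6028 in FL2 and 11174 in FL4, was 21.2 to 187.7 in the other 13 libraries. Of these, 11 had a clean read share at or under that of LH4, which argues against the share as the cause. Tubal or other ciliated epithelium in the tissue piece may be a source: another list member was highest of its group in LH4 or FL4 in 6 of 8 places (2 of 4 in LH4 and 4 of 4 in FL4). In FL2 the other members went both ways: ssc-miR-429 was at 34.9 CPM, against 3.07 in FL1 and 1.95 in FL3, whereas ssc-miR-205 was lowest of FL at 24.3 CPM, against 26.8 to 105 in the other FL libraries. This cannot be told apart from other sources, since 5 of the 14 list members have an entry. The levels of ssc-miR-885-5p (52.3, 21.0 and 45.3 CPM) and ssc-miR-92b-5p (468, 218 and 721 CPM) were high in the same 3 libraries.

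Scores of the lists differed between low and high fecundity as follows, each with an exact permutation p and the value adjusted over 12 comparisons (Benjamini-Hochberg). For muscle (6 of 9 members with an entry) the difference was -0.89 in LH vs. LL, with all 4 LL libraries below the lowest LH library (exact p = 0.0286, adjusted 0.343), and -0.45 in FH vs. FL (exact p = 0.257, adjusted 0.617). For oviduct (5 of 14) it was -0.75 (exact p = 0.543, adjusted 0.651) and 1.08 (exact p = 0.429, adjusted 0.643), and for liver (4 of 7) -0.75 (exact p = 0.429, adjusted 0.643) and 2.13 (exact p = 0.0571, adjusted 0.343). For erythrocytes (4 of 7) it was 0.20 (exact p = 0.514, adjusted 0.651) and 0.27 (exact p = 0.257, adjusted 0.617), and for leukocytes (4 of 6) 1.36 (exact p = 0.114, adjusted 0.457) and -0.34 (exact p = 0.714, adjusted 0.714). The leukocyte scores turned on ssc-miR-142-5p, which was at 0 in all 4 LH libraries, LL2 and FL1 and at 272 to 292 CPM in LL1, LL3 and LL4. In LH vs. LL the other 3 members had log2 fold changes of -1.34 (ssc-miR-150), -0.15 (ssc-miR-155-5p) and 0.41 (ssc-miR-146a-5p), none past the paper's threshold in edgeR's test. For neural tissue (7 of 10) it was -0.07 (exact p = 0.686, adjusted 0.714) and 0.19 (exact p = 0.343, adjusted 0.643). Among members with an entry, the study called differentially expressed in these libraries 4 of 4 of the liver list (ssc-miR-122, ssc-miR-194a, ssc-miR-215 and ssc-miR-885-5p), 2 of 5 of the oviduct list (ssc-miR-34c and ssc-miR-429) and 2 of 6 of the muscle list (ssc-miR-1 and ssc-miR-133a-5p). It also called 1 of 4 of the leukocyte list (ssc-miR-150), 1 of 7 of the neural list (ssc-miR-9) and 0 of 4 of the erythrocyte list.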
